# Induction of proteasomal activity in mammalian cells by lifespan-extending tRNA synthetase inhibitors

**DOI:** 10.1007/s11357-023-00938-8

**Published:** 2023-09-25

**Authors:** Blaise L. Mariner, Antonio S. Rodriguez, Olivia C. Heath, Mark A. McCormick

**Keywords:** Gcn4, ATF-4, ATF4, tRNA synthetase, Ubiquitin proteasome system

## Abstract

We have recently shown that multiple tRNA synthetase inhibitors can greatly increase lifespan in multiple models by acting through the conserved transcription factor ATF4. Here, we show that these compounds, and several others of the same class, can greatly upregulate mammalian ATF4 in cells in vitro, in a dose dependent manner. Further, RNASeq analysis of these cells pointed toward changes in protein turnover. In subsequent experiments here we show that multiple tRNA synthetase inhibitors can greatly upregulate activity of the ubiquitin proteasome system (UPS) in cells in an ATF4-dependent manner. The UPS plays an important role in the turnover of many damaged or dysfunctional proteins in an organism. Increasing UPS activity has been shown to enhance the survival of Huntington’s disease cell models, but there are few known pharmacological enhancers of the UPS. Additionally, we see separate ATF4 dependent upregulation of macroautophagy upon treatment with tRNA synthetase inhibitors. Protein degradation is an essential cellular process linked to many important human diseases of aging such as Alzheimer’s disease and Huntington’s disease. These drugs’ ability to enhance proteostasis more broadly could have wide-ranging implications in the treatment of important age-related neurodegenerative diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-023-00938-8.

## Introduction

The ubiquitin proteasome system (UPS) is essential for the turnover of many polypeptides in eukaryotes, but is especially responsible for the turnover of the dysfunctional, mutated, misfolded, or damaged proteins [1]. The UPS has been hypothesized as a high-impact target to treat many diseases such as Huntington’s disease, Alzheimer’s disease, and Parkinson’s disease, among others [2–7]. Increased UPS activity has also been hypothesized to improve an organism’s ability to maintain protein homeostasis, a hallmark of aging [3, 4, 8–15]. Drugs that activate or enhance proteasome activity are rare, especially in comparison to proteasome inhibitors [6].

Activating transcription factor 4 (ATF4) is a conserved transcription factor of recent interest in its wide variety of diseases such as neurodegeneration, diabetes, cancer, and skeletal muscle aging [16–27]. The *Atf4* orthologs *GCN4* / *atf-4* have been linked to increased lifespan in both the budding yeast *S. cerevisiae* and the nematode *C. elegans* [18, 21, 28–31]. Further, long-lived mice have been shown to have elevated levels of ATF4 [32, 33].

There are four kinases in vertebrates that are known to upregulate ATF4 translation through the integrated stress response (ISR), which can be activated in response to endoplasmic reticulum stress, amino acid deprivation, the presence of double stranded RNA, and, in erythroid cells, heme deficiency [16]. These four kinases phosphorylate the alpha subunit of eukaryotic initiation factor 2 (eIF2α), an essential protein in the formation of the translation pre-initiation complex in eukaryotes. This eIF2α phosphorylation results in the delay in translational re-initiation and subsequent ATF4 translation [16, 34]. General control non-derepressible kinase 2 (GCN2) is an eIF2α kinase and the activator of the amino acid response leg of the ISR [35]. GCN2 autophosphorylates and activates upon the kinase’s binding to uncharged tRNA [20, 34, 36, 37].

There are two important modes of protein degradation in the cell. First, autophagy is a degradation process in which cellular components, such as proteins and organelles, are delivered to the degradative organelles for breakdown and re-purposing of macromolecules, like amino acids [38]. There are many different flavors of autophagy, such as, but not limited to, mitophagy, selective autophagy, and ribophagy, all of which are only starting to be understood especially in the context of aging [39–43]. Macroautophagy, hereafter ‘autophagy’, is the most widely-studied, and has been established as an important biological process in many long-lived organisms [28, 40, 44–48]. Autophagy genes and their role in aging and disease phenotypes are widely studied and have been recently reviewed [49]. ATF4 is known to aid in the induction of autophagy through its role as a transcription factor [50–57]. Second, the UPS degrades “tagged” or poly-ubiquitinated proteins [1]. In contrast, autophagy is a form of bulk component recycling, while the proteasome turns over proteins on a more individual level, resulting in the proteasome’s tight connection to the regulation of many cellular responses [1]. Increased proteasomal capacity has been found to be responsible for some extremely long-lived phenotypes in yeast, worms and flies, indicating that further research exploring this process in mammals is of great interest to the aging field [3, 4, 8–10, 18]. Altogether, the promotion of these two processes to increase protein degradation has been shown to increase health in many models, underscoring the importance of an organism’s ability to maintain protein homeostasis in healthy aging [3, 5, 40, 58–63].

Although there is great interest in the treatment potential of UPS activators, there are few known pharmacological agents that can do so [5]. Here, we show that seven different tRNA synthetase inhibitors can dramatically induce proteasome activity in an *Atf4*-dependent manner in mammalian cells in vitro*.* We also show that these same drugs can upregulate proteasomal activity at the same doses, as well as macroautophagy, suggesting these drugs’ potential to treat important diseases of aging characterized by protein aggregation in vivo. As we have recently shown that some of these same compounds dramatically increase healthy wild-type lifespan in multiple model organisms, this also leaves open the possibility that these potential treatments for known and significant diseases of aging might also act directly on aging itself [27].

### Methods

#### Mouse embryonic fibroblast cell culturing and ATF4 KO cell line generation

Wild type and GCN2 KO mouse embryonic fibroblast (MEFs) were purchased from American Type Culture Collection global biological resource center. The ATF4 KO cell line was made in house using utilizing optimized guide RNAs optimized from the available CRISPR/Cas9 genome editing tools with Integrated DNA Technologies targeting the *Atf4* gene. Transfection of the assembled Cas9 complex utilized the NEON electroporation system by ThermoFisher and fluorescence-activated cell sorting with the sy3200 Cell Sorter from Sony Biotechnology in collaborations with the UNM Comprehensive Cancer Center Support Grant NCI P30CA118100 and the UNMHSC Flow Cytometry shared resource (Supplementary Fig. 2). All cell culture procedures were done in a BSL-2 laminar flow cabinet with cells of a low progeny. All sub-culturing procedures utilized guidance from peer-published resources, without Penicillin–Streptomycin [64, 65]. All plasmid transfections utilized Viafect (Promega) following the manufacturer instructions. Halofuginone was purchased from Ambeed [CAS No. 64924–67-0]. Borrelidin was purchased from BioViotica (BVT-0098). Thapsigargin was purchased from AdipoGen (AG-CN2-0003). Bafilomycin A1 was purchased from Sigma-Aldrich (19–148). LysRS-IN-2 was purchased from GLPBio (GC65058). REP3123 and REP8839 were purchased from Axon Medchem (1704, 1705). Mupirocin was purchased from BOC Sciences (B0084-056590). MG-132 was purchased from Sigma-Aldrich (M7449). Tavaborole was purchased from Cayman Chemical (23101).

### Fluorescence and luciferase assays in MEFs

ATF4 translation experiments utilized a fluorescent translational reporter for ATF4:ATF4 5:5’ATF4.GFP was a gift from David Ron (Addgene plasmid # 21852; http://n2t.net/addgene:21852; RRID:Addgene_21852) [36]. ATF4 translation over time was measured with the BioTek Synergy HTX Multi-Mode Microplate Reader shared resource in the UNMHSC Autophagy, Inflammation, and Metabolism Center for Biomedical Research Excellence (AIM) core. The AIM core is supported by NIH grant P20GM121176 from NIGMS. All luciferase assays utilized a Victor NIVO multimode plate reader. ATF4 downstream activity was measured using the pGL4[luc2P/ATF4-RE/Hygro] Vector, which was purchased from Promega utilizing a previously well-understood ATF4 binding element [66, 67]. Proteasomal assays utilized (1) Promega’s Proteasome-Glo Caspase-like Cell-Based Assay (G8660) and (2) Abcam’s Proteasomal Activity Kit (ab107921) according to the manufacturers’ procedures respectively [68, 69]. Protein aggregation assays utilized Enzo Life Sciences’ PROTEOSTAT® (51023) according to the manufacturers’ protocols.

All LIVE/DEAD, autophagy, and protein synthesis assays were quantified by the Cellinsight CX7 high-content screening platform by ThermoFisher in the UNMHSC AIM core. LIVE/DEAD assay utilized the ATT Bioquest Live or Dead Cell Viability Assay Kit (Cat. No. 22789). Autophagy assays utilized two autophagic flux reporters. pMRX-IP-GFP-LC3-RFP-LC3ΔG was a gift from Noboru Mizushima (Addgene plasmid # 84572; http://n2t.net/addgene:84572; RRID:Addgene_84572) and ptfLC3 was a gift from Tamotsu Yoshimori (Addgene plasmid # 21074; http://n2t.net/addgene:21074; RRID:Addgene_21074) [70, 71]. Widefield microscopy to supplement the findings utilized the UNMCCC Fluorescence Microscopy and Cell Imaging Shared Resource which is supported by University of New Mexico Comprehensive Cancer Center Support Grant NCI P30CA118100. Protein synthesis assays were conducted with the Click-iT™ HPG Alexa Fluor™ 488 Protein Synthesis Assay Kit (ThermoFisher Cat. No. C10428) following the manufacturer’s protocol, where fluorescence surrounding the cell nucleus was quantified in a high-throughput manner, representing the rate of protein synthesis for each cell.

### MEF RNA-seq and analysis

RNA was extracted from ~ 70% confluent MEFs after 7 h of condition exposure in accordance with the block design in 60-mm cell culture dishes. DMSO of 1% v/v was used for the controls and 600 nM borrelidin delivered in DMSO at congruently 1% v/v was used in accordance with the high downstream ATF4 transcriptional activity evidenced from the ATF4 downstream luciferase assays (Fig. 2E, 2F). RNA was extracted using Zymo’s RNA extraction kit according to the manufacturer’s protocols. A total of 48 samples were sent to GeneWiz and all except two passed RNA quality control tests, resulting in *n* ≥ 11 for each condition. After read quality control and fastp processing, fastq files were aligned and quantified utilizing HISAT2 and feature counts [72–75]. Data analysis and differential expression utilized R and the libraries limma, for differential expression analysis and creation of the linear model, and DESEQ2, for data visualization and differential expression analysis [76, 77].

### Western blotting analysis of MEF proteins

Cell protein extraction and Western blot analyses were done using standard procedures. Briefly, protein samples were extracted using RIPA Lysis and Extraction Buffer (Genesee Sci. Cat. No. 18–415) using manufacturer’s protocol followed by suspension in Laemmli Sample Buffer (Bio-rad Cat. No. #1610737EDU) and heating to 98 °C for 5 min to denature the proteins. Protein was quantified and loaded equally into electrophoresis gels using Pierce™ BCA Protein Assay Kit (ThermoFisher Cat. No. 23225). The protein samples were loaded into Novex™ 4 to 20% or 10% Tris–Glycine Plus, 1.0 mm, Midi Protein Gels (Invitrogen Cat. No. WXP42012BOXA) in Tri/Glycine/SDS buffer. After electrophoresis, the gel was transferred to an Immun-Blot® PVDF Membrane (Bio-rad Cat. No. #1620175) in Tris/glycine transfer buffer with 10% methanol. Membranes were blocked in 5% dried milk in TBST with tween. The membranes were immunoblotted with the following primary antibodies: LC3 (Sigma, Cat. No. L8918), ATF4 (Proteintech Cat. No. 10835–1-AP), eIF2α (ThermoFisher Cat. No. PA5-41916), Phopho-eIF2α (ThermoFisher Cat. No. 44-728G). 10 μg/well of protein was loaded for ATF4 and LC3 western blots while 20 μg/well was loaded for eIF2α and Phospho-eIF2α blots. The secondary antibody used was an appropriate horseradish peroxidase-conjugated antibody, in which the membranes were incubated in for 1 h at room temperature. The antibody-antigen complex was visualized by a Clarity™ Western ECL Substrate (Bio-rad Cat. No. 170–5061). The intensities of the bands were quantified using the Gel Imager program, by normalizing the band intensity of proteins of interest to the lane’s total protein quantified by Ponceau [78].

### Statistical analysis

Statistical significance of ATF4 fluorescent and luciferase assays was calculated using the Dunnett’s multiple comparison procedure versus the vehicle. Statistical significance for all autophagy fluorescence assays were calculated using the Dunnett’s multiple comparison procedure versus the vehicle. Statistical significance of all western blots were calculated using a one-way ANOVA. All data displaying the changes in ATF4 levels, translation, or transcriptional reporter activity are normalized to the vehicle control, representing fold change (FC) with error bars representing the standard error of the normalized fold change mean. Unless specified otherwise, all error bars are standard error of the mean. Any noted statistical significance is reported in the figure legend. Significantly differentially expressed genes were found from the limma R package, using the Kenward-Roger approximation for linear models. Over-represented ontologies were calculated using both Panther and ClueGo using Benjamini–Hochberg multiple testing correction for False Discovery Rate calculation. All caspase-like and chemotrypsin-like assay *p*-values were calculated utilizing a one-way ANOVA. All caspase-like and chemotrypsin-like assay data presented is presented as fold change (FC) in relation to the vehicle control. All statistics and display of data was done with R programming.

## Results

### Multiple tRNA synthetase inhibitors can increase ATF4 in mammalian cells

ATF4 is regulated translationally by two upstream open reading frames (uORFs) in its 5′ untranslated region, and a delay in translation re-initiation results in increased ATF4 translation [36, 37]. We first measured ATF4 translation in response to tRNA synthetase inhibitors using an eGFP-ATF4 translational reporter containing the 5′ untranslated region of ATF4 fused to eGFP in place of ATF4 in mouse embryonic fibroblasts (MEFs) (Fig. 1A) [36]. We first sought to ask if borrelidin, a threonyl tRNA synthetase inhibitor, could increase ATF4 translation through the GCN2-mediated amino acid response leg of the integrated stress response [79, 80]. To find the therapeutic window in culture, we first assessed cell viability in an increasing doses of drug and found that 24 h of 2 mM borrelidin treatment in media almost completely killed the cells (Supplemental Fig. 1A). From there, we dialed in the treatment incubation time over a dose range of 0 to 4.8 mM and found that 7 h was consistently sufficient to upregulate ATF4 translation at doses from 150 to 2400 nM (Supplemental Fig. 1B). After that, we found that this ATF4 upregulation was dependent on *Gcn2*, utilizing thapsigargin (TG), an inducer of the ISR through the PKR-like endoplasmic reticulum kinase, as a positive control (Fig. 1B, C, Supplemental Fig. 1B). We confirmed this ATF4 upregulation with western blots (Fig. 1D, E, Supplemental Fig. 1C, 1D). To further test if tRNA synthetase inhibitors are acting through the AAR, we assessed the ratio of phosphorylated-eIF2α to eIF2α with western blots (Fig. 1F, G, Supplemental Fig. 1E). We found both wild type and GCN2 KO MEFs had a significant rise in eIF2α phosphorylation levels in relation to its vehicle counterpart, however the GCN2 KO cells, however, they were not significantly higher than the wild type vehicle condition. Together, these data suggest that borrelidin acts through the ISR, specifically through the phosphorylation of eIF2α by the GCN2 uncharged tRNA sensor, in order to increase ATF4 translation.

**Fig. 1:**
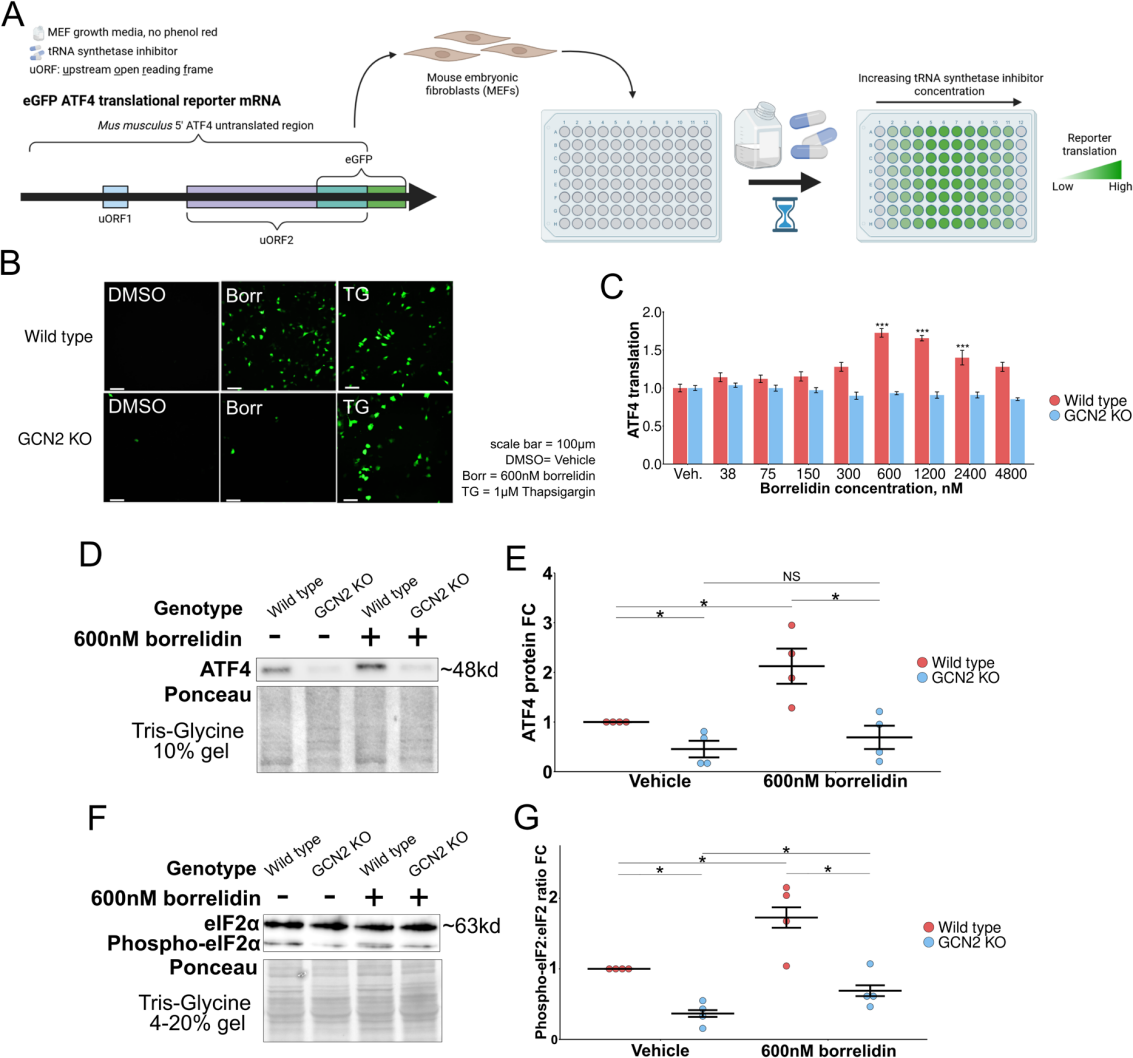
tRNA synthetase inhibitors can increase ATF4 levels in mouse embryonic fibroblasts. **A** The ATF4 eGFP translation reporter utilizes ATF4’s 5′ untranslated region upstream of the GFP start codon [37]. The study design first used the eGFP ATF4 translation reporter to find concentrations of tRNA synthetase inhibitor that upregulate ATF4 translation. **B**, **C** ATF4 translation measured in response to varying concentrations of borrelidin (*p < 0.05, **p < 0.01, ***p < 0.001; Dunnett’s multiple testing procedure). **D**, **E** ATF4 protein levels in response to borrelidin, normalized to total protein level detected by ponceau stain. **F**, **G** Phospho-eIF2 and eIF2 protein measured ratio in response to borrelidin, normalized to total protein level detected by ponceau stain (*p < 0.05, **p < 0.01, ***p < 0.001; one-way ANOVA). eGFP = enhanced green fluorescent protein, Veh. = Vehicle, FC = fold change

We next tested six additional inhibitors targeting different tRNA synthetases (Fig. 2A). We found that a 7-h incubation time with these drugs was sufficient to increase ATF4 translation in wild type MEFs, similar to what we saw with borrelidin (Supplemental Fig. 1F). We next utilized an amino acid response element luciferase reporter where luciferase is only transcribed when ATF4 binds to its known consensus binding sequence (Fig. 2B) [66, 67, 81]. All of these inhibitors showed a bell-shaped response curve of ATF4 downstream activity with inhibitor dose, after 7 h of treatment (Fig. 2C–I). At lower doses, activation increases with increasing drug concentration via GCN2-mediated increased translation of ATF4. At higher doses, these drugs likely inhibit overall translation enough to offset the specific induction of ATF4. Borrelidin was the most potent ATF4 activity inducer, increasing its activity by more than sevenfold at 600 nM after 7 h of treatment (Fig. 2C). Mupirocin, despite targeting the mitochondrial isoleucyl tRNA synthetase, was similarly found to increase ATF4 downstream activity and translation through *Gcn2* (Fig. 2D, Supplemental Fig. 1G) [82, 83]. The antifungal agent tavaborole, a leucyl tRNA synthetase inhibitor, was found to increase ATF4 translation and downstream activity through *Gcn2* (Fig. 2E, Supplemental Fig. 1G) [82]. Previous work utilizing halofuginone, a prolyl tRNA synthetase inhibitor, has been shown to increase ATF4 levels in vitro, and our studies confirm this (Fig. 2F, Supplemental Fig. 1D) [54]. Lys-RS-IN-2, a lysyl tRNA synthetase inhibitor, was also found to increase ATF4 activity dependent on *Gcn2* (Fig. 2G, Supplemental Fig. 1G) [84]. REP3123 and REP8839, two methionine tRNA synthetase inhibitors known for their potent affinity for the prokaryotic tRNA synthetase enzyme, were similarly found to increase ATF4 activity (Fig. 2H, I) [85, 86]. For all inhibitors except for REP3123, induction of ATF4 downstream activity was completely dependent on *Gcn2*. We reasoned that methionine tRNA synthetase inhibitors may be able to induce ATF4 independently of *Gcn2*, as charged methioninyl-tRNA is a component of the translation pre-initiation complex and thus translation initiation may be delayed when methionine tRNA synthetase activity is impacted [34, 87]. Taken together, these data suggest that ATF4 translation and downstream activity can be upregulated in response to multiple inhibitors of different tRNA synthetases in mammalian cells.

**Fig. 2:**
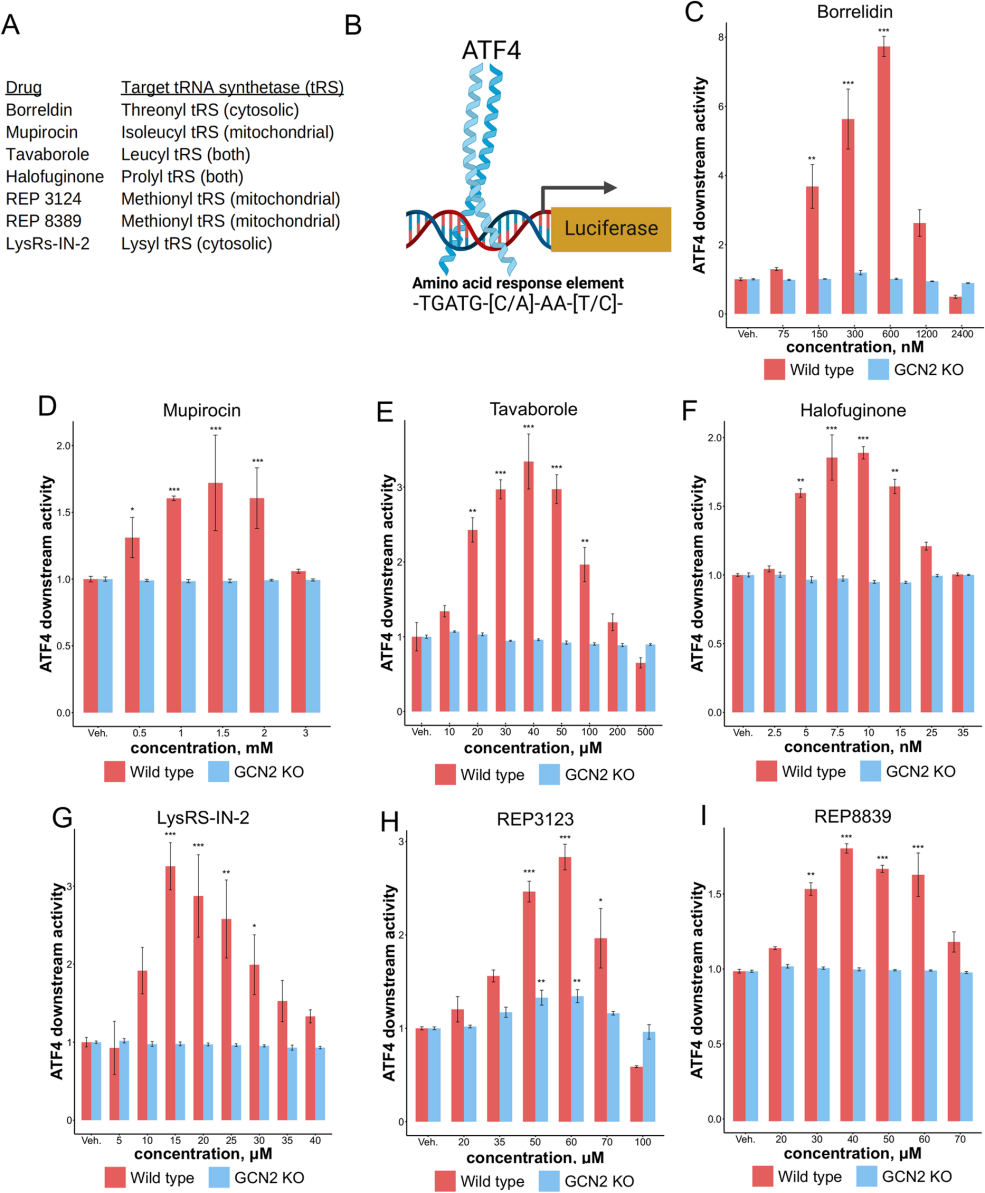
tRNA synthetase inhibitors upregulate ATF4 activity through *Gcn2*. **A** Drugs used in this study and their associated targets. **B** The amino acid response element measures ATF4 downstream activity. **C**–**I** Various tRNA synthetase inhibitors can increase ATF4 downstream activity (*p < 0.05, **p < 0.01, ***p < 0.001; Dunnett’s multiple testing procedure)

### ATF4 upregulation causes the differential expression of genes associated with protein turnover

After we identified highly inducing doses of tRNA synthetase inhibitors in MEFs, we sought to analyze the ATF4-dependent changes in the cell’s transcriptome. 

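RNA of mouse embryonic fibroblasts (MEFs), wild type or ATF4 KO, was sequenced after 7 h in 600 nM borrelidin, an inhibitor of threonyl-tRNA synthetase given in 1% v/v DMSO, or in 1% v/v DMSO alone as the vehicle. The 46 libraries were 11 of wild type with vehicle, 12 of wild type with borrelidin, 11 of ATF4 KO with vehicle and 12 of ATF4 KO with borrelidin. The authors deposited raw counts per gene identifier for each library. The paper names HISAT2 and feature counts for these steps, and the submitters' processing notes name HISAT2, HTSeq and the mouse build mm10. Counts assigned to identifiers ranged from 2476005 to 3467765 per library in wild type with vehicle (median 2904290), from 2047362 to 3043804 in wild type with borrelidin (median 2815098), from 2444047 to 3388068 in ATF4 KO with vehicle (median 3031782) and from 2626605 to 3320558 in ATF4 KO with borrelidin (median 2885561). On average 69.0% of the reads of a library overlapped no annotated feature. The levels of most identifiers did not follow the genes they name. The row of Eef1a1, a translation elongation factor that is abundant in most cells, held 0.0146 normalized counts (counts per 1e6, CPM) on average, and the row of Timeless, a gene of DNA replication, held 5310 CPM. The copy of the paper's fold change table used here holds only its first rows and lacks the last 23756 of 25755. Over 1910 genes found in it, the log2 mean CPM correlated with the mean level given by the paper with r = 0.17 (across genes, which are not independent replicates). In 5 chromosome segments of GRCm38, which span 109.4 Mb and hold 8.7% of the counts, r was 0.98 over 52 genes; the segments were chosen on these levels, without the fold changes. Genes are therefore named only inside these segments, with coordinates from GENCODE M21, and every other row is counted as an interval whose gene is not known. After a filter on low counts 8986 intervals were tested, 390 of them in the segments, with edgeR's quasi-likelihood test on TMM-normalized counts. A call required a Benjamini-Hochberg adjusted p under 1e-10, the threshold of Fig. 3D to 3G, and 0.05 was used as a looser threshold. The row of Atf4 lies outside the segments, so the loss of its transcript was not analysed here.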

We knocked out *Atf4* using an Integrated DNA Technologies-adapted CRISPR-Cas9 protocol (Supplementary Fig. 2) and we designed an RNA-sequencing experiment to analyze the ATF4 transcriptional targets under high activity using linear model analysis of a block design with high biological replicates (*n* ≥ 11 per treatment) (Fig. 3A) [76, 88]. The block design features the ability to simultaneously control for the two variables: (1) tRNA synthetase inhibitor treatment and (2) ATF4 activity levels. We chose to conduct the RNASeq with borrelidin as it was the most potent inducer of the ATF4 transcriptional response. 

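Wild type and ATF4 KO cells differed before any borrelidin was given. Under vehicle, 158 intervals were higher and 78 were lower in ATF4 KO than in wild type. Among the named genes, Ank, a transporter that exports pyrophosphate (chromosome 15, 27466677 to 27594909), fell from 406 ± 39.8 CPM (SD, n = 11) in wild type to 144 ± 33.3 CPM (SD, n = 11) in ATF4 KO, a log2 fold change of -1.50 (standard error 0.09, adjusted p = 1.9e-19 from edgeR). Jcad, a protein of endothelial and other cell junctions (chromosome 18, 4634878 to 4682869), rose from 226 ± 39.7 to 402 ± 38.0 CPM (log2 fold change 0.83, adjusted p = 3.5e-12 from edgeR). Pdzd2, a PDZ domain protein (chromosome 15, 12359711 to 12739924), rose from 7.08 ± 1.98 to 26.0 ± 7.60 CPM (log2 fold change 1.86, adjusted p = 4.6e-14 from edgeR). In each of these 3 genes the vehicle libraries of the lines did not overlap. Without 14 libraries that formed separate sets within their groups, 89 intervals were higher and 9 were lower in ATF4 KO. When as many libraries per group were left out at random, 20 draws gave 25 to 73 calls, so fewer libraries alone also lowered the count. Without the 14 libraries Pdzd2 lost its call while its fold change stayed (2.12, adjusted p = 6.4e-08 from edgeR). With only the vehicle groups fitted, Pdzd2 had an adjusted p of 8.7e-09 from edgeR. That fit called 4 genes of the segments, 3 higher and 1 lower, against 11 with all groups, 8 higher and 3 lower. In a principal component analysis of the 500 most variable intervals after variance stabilization, the first component held 63.6% of the variance. Its mean score was -12.9 ± 3.6 (SD, n = 11) in wild type with vehicle, -21.0 ± 0.8 (SD, n = 12) in wild type with borrelidin, 15.1 ± 4.7 (SD, n = 11) in ATF4 KO with vehicle and 19.0 ± 2.5 (SD, n = 12) in ATF4 KO with borrelidin. Every wild type library scored -9.0 or lower and every ATF4 KO library 9.3 or higher. The difference of 34.27 between the genotypes had p = 1e-05 in a two-sided permutation test, the smallest that 100000 permutations can give. The paper describes an ATF4 KO line made in house and purchased wild type MEFs. Spread among libraries of a line is not spread among independent knockouts. Comparisons of the genotypes therefore cannot separate the loss of ATF4 from other differences between the lines.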

Principal component analysis of the 46 samples revealed that principal component 1 was able to separate the samples by their genotype while principal component 2 separated based on the treatment of drug (Fig. 3B). Principal component 2 separated the wild type samples based on their drug treatment much better than it did the ATF4 KO samples, suggesting that borrelidin impacted the two different cell lines differently, and in line with our expectation that many of the transcriptional changes upon borrelidin treatment might depend on increased ATF4 translation.

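The second principal component held 22.1% of the variance. In wild type cells its mean score rose by 20.42, from -12.6 ± 8.6 (SD, n = 11) with vehicle to 7.8 ± 0.8 (SD, n = 12) with borrelidin (two-sided permutation test, p = 1e-05, the smallest that the permutations can give). In ATF4 KO cells the scores were -0.8 ± 8.7 (SD, n = 11) and 4.5 ± 8.4 (SD, n = 12), a difference of 5.21 (p = 0.16 from the same permutation test). That test ignored replicate numbers. In 11 of 11 pairs of ATF4 KO libraries with the same number the library with borrelidin scored higher (mean 4.78, exact permutation test of pairs, p = 0.00098). The treatment effect was larger in wild type by 15.21 (permutation test of the difference, p = 0.00092), and by 15.77 over pairs. The scores within 3 of the 4 groups fell into separate sets. Replicates 1 to 8 of wild type with vehicle scored -19.1 to -13.3 and the other 3 scored -0.5 to 1.4. Replicates 1 to 3 of ATF4 KO with vehicle scored -15.4 to -11.9 against 3.1 to 5.5 for the other 8, and replicates 1 to 3 of ATF4 KO with borrelidin scored -10.9 to -6.5 against 6.8 to 10.3 for the other 9. No library of wild type with borrelidin was set apart, and all 12 scored 6.3 to 9.6. Without these 14 libraries, which were picked on the same scores and so give no independent test, the treatment difference was 7.31 in wild type and 4.75 in ATF4 KO (exact permutation test, p = 0.0022 and 4.1e-05). The effect was then larger in wild type by only 2.55 (p = 0.0017, permutation test of the difference). With components refitted without them it was larger by 2.50 (p = 0.12, permutation test of the difference). Within each set of ATF4 KO libraries, every library with borrelidin scored above every library with vehicle. From the clearer separation of the wild type samples, the paper holds that borrelidin may have affected the cell lines differently. It had expected beforehand that many of the changes might depend on increased ATF4 translation.

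**Figure D1:**
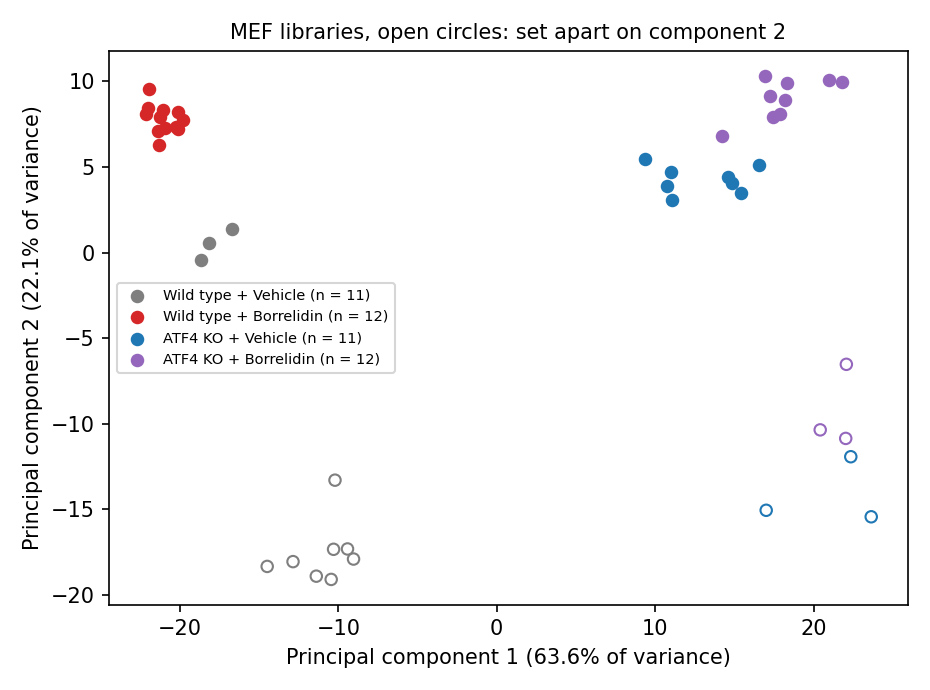
Scores of the 46 libraries on principal components 1 and 2, one circle per library, with the share of variance on each axis. Open circles are the 14 libraries set apart on component 2 within their group, and the 12 libraries of wild type with borrelidin hold none of them.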

**Fig. 3:**
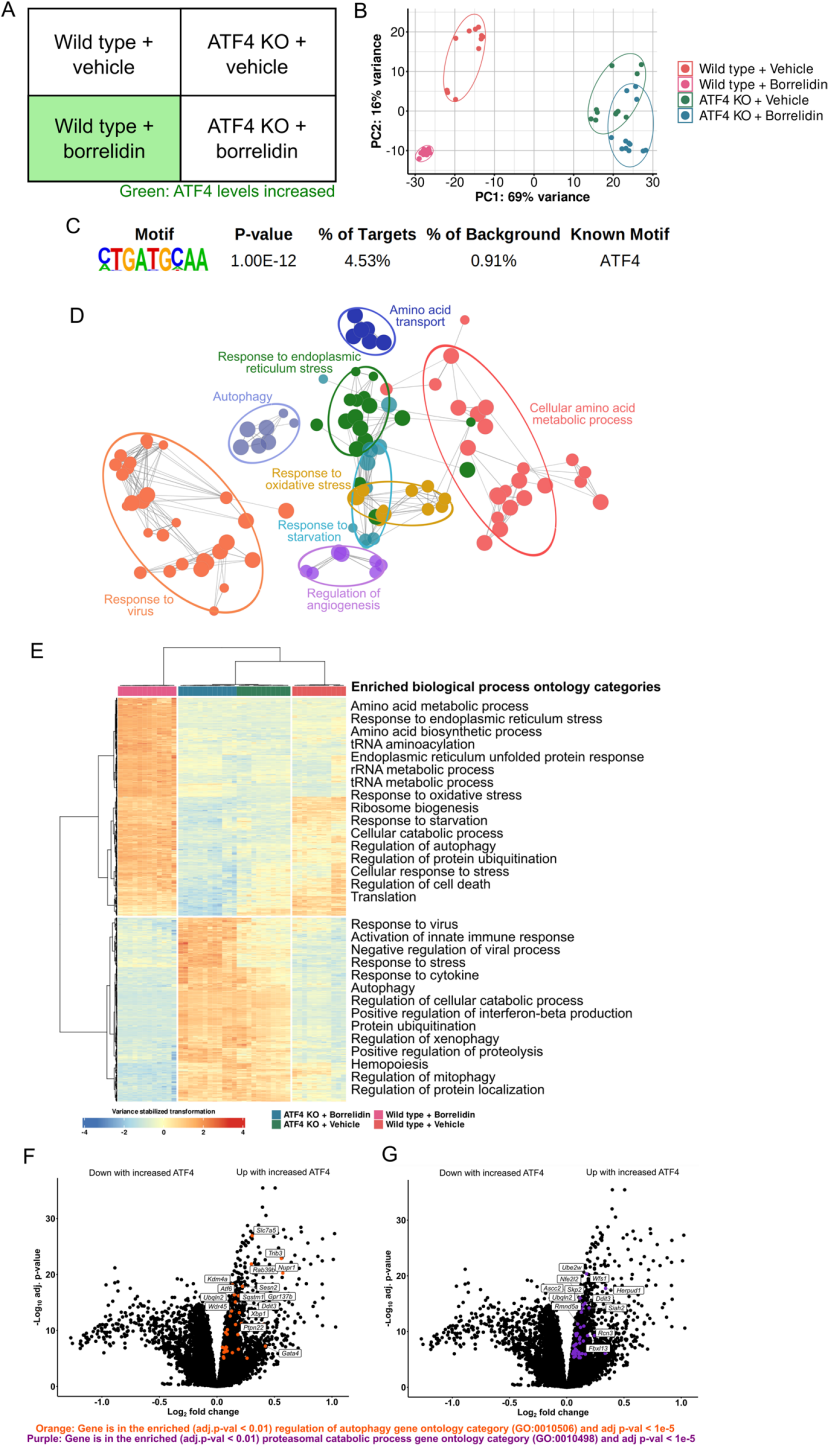
ATF4 causes the differential expression of genes involved with protein turnover. **A** RNASeqblock design to control for borrelidin treatment and *Atf4* knockout sequencing. **B** Principal component analysis of the 46 samples sequenced. **C** HOMER motif enrichment from the differentially expressed genes associated with ATF4 (adj. *p*-value < 1e-10). D) ClueGo enriched biological process ontology categories (adj. *p*-value < 0.01) of differentially expressed genes (adj. *p*-value < 1e-10) from the linear model result (Design =  ~ ATF4 + Condition). **E** Heatmap and hierarchical clustering of linear model results (*p* adj < 1e-10). Biological process gene ontology enrichment utilized Panther’s ontology resource. **F**, **G** Volcano plots of genes differentially expressed from linear model. Both regulation of autophagy (in orange) and proteasomal protein catabolic process (in purple) were found to be enriched in the genes upregulated (p adj < 1e-10) with ATF4 (Panther’s ontology resource, adj. *p*-value < 0.01). “Up with increased ATF4” and “Down with increased ATF4” are labeled on either side of the volcano plots presented in association with the limma linear model fit to ATF4 activity given by the linear model study design (Design =  ~ ATF4 + Genotype)

After alignment of reads and quantification, genes with changed mRNA levels associated with ATF4 activity were pulled out based on the linear model fit to increased ATF4 levels (Interactive volcano plot of results provided in File 1) [76]. Figure 3 C–F present the findings of this linear model design (Design =  ~ ATF4 + Genotype), which upon fitting, results in the log fold change and adjusted *p*-values of transcripts in association with the documented ATF4 activity from Fig. 2. 

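ATF4 activity was coded high only in wild type with borrelidin, so its fold change is the borrelidin response of wild type. The response of ATF4 KO was not subtracted, so a call for ATF4 activity does not by itself show dependence on ATF4. The test of the difference between the responses of the lines called 45 intervals at 1e-10. In the model of ATF4 activity and genotype, 111 intervals were higher and 7 were lower with high ATF4 activity. The balance was another with other settings, with 2287 higher and 2876 lower at 0.05. With DESeq2, 239 were higher and 93 lower at 1e-10 on all 33929 intervals with counts, without the filter on low counts. Of the calls from edgeR at 1e-10 the segments held 5, all higher. Mdfic, a regulator of transcription and of mechanosensitive channels (chromosome 6, 15720661 to 15802169), rose from 133 ± 16.5 CPM (SD, n = 11) to 386 ± 40.9 CPM (SD, n = 12) with borrelidin in wild type, a log2 fold change of 1.53 (standard error 0.08, adjusted p = 2.1e-22 from edgeR). In ATF4 KO its level was 150 ± 18.6 CPM (SD, n = 11) with vehicle and 161 ± 14.7 CPM (SD, n = 12) with borrelidin, and the responses of the lines differed by 1.43 on the log2 scale (adjusted p = 1.1e-15 from edgeR). Osgin2, a relative of an oxidative stress-induced growth inhibitor (chromosome 4, 15997121 to 16013888), rose from 57.6 ± 6.23 to 155 ± 18.8 CPM in wild type (log2 fold change 1.43, adjusted p = 8.7e-11 from edgeR). It went from 64.1 ± 8.64 to 112 ± 22.5 CPM in ATF4 KO (log2 fold change 0.81, adjusted p = 3.5e-09 from edgeR). Gm8341 (chromosome 15, 19454755 to 19456352), a processed pseudogene whose reads cannot be assigned with certainty, had a log2 fold change of 1.72 (adjusted p = 7.2e-11 from edgeR). It was 1.03 without the libraries set apart on component 2 (adjusted p = 1.4e-05 from edgeR) and 1.05 with their set as a block. The other calls in the segments were Tars and C9orf72. In each of these 5 genes all 12 wild type libraries with borrelidin lay above all 11 with vehicle. Of the 118 intervals, 20 were called without the 14 libraries set apart on component 2, with Tars and Mdfic as the calls in the segments. When as many libraries per group were left out at random, 20 draws gave 4 to 34 calls (median 10.5). A drop of this size therefore also came from the smaller number of libraries. With the replicate number as a block the adjusted p of Osgin2 was 1.5e-09 and 4 genes of the segments were called.

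**Figure D2:**
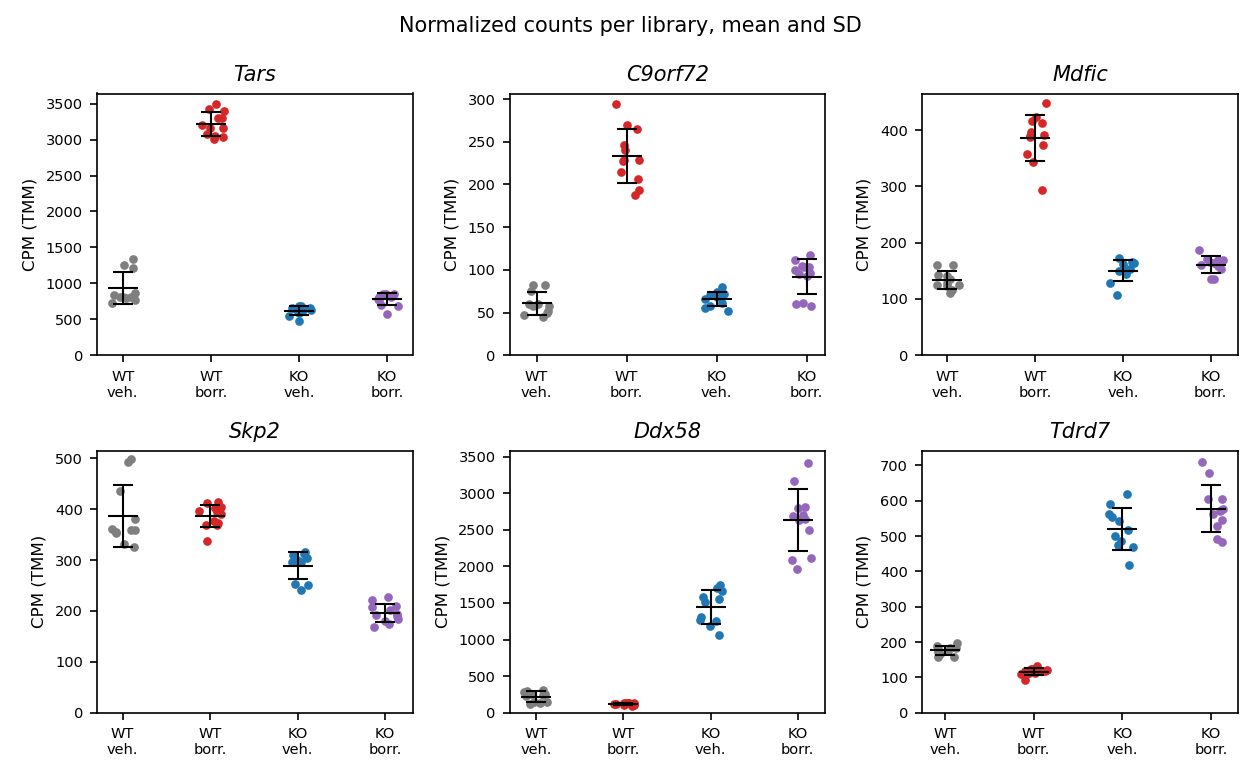
TMM-normalized CPM of 6 genes of the segments in the 46 libraries, one point per library, with the mean and SD of each group (WT, wild type; KO, ATF4 KO; veh., vehicle; borr., borrelidin). For Tars, C9orf72 and Mdfic the 12 wild type libraries with borrelidin stand above all other libraries, while Ddx58 and Tdrd7 are highest in ATF4 KO.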

Using HOMER motif analysis, we confirmed that the immediately upstream presumptive promoter sequences of genes whose transcript levels changed with ATF4 activity (*p*_adj_ < 1e-5) showed enrichment of the known ATF4 amino acid response binding element [A/G]-TT-[G/T]-CATCA (*p* < 1e-12) (Fig. 3C) [66, 67, 89]. The enriched biological process ontology categories from the genes differentially expressed from the linear model fit (*p*_adj_ < 1e-10) were plotted on an edge-node graph utilizing ClueGo (Fig. 3D) [90].

We next used hierarchical clustering of the genes found to be significantly (*p*_adj_ < 1e-10) associated with linear model fit (Fig. 3E). Encouragingly, the samples (columns) clustered cleanly in alignment with their genotype and drug treatment. This clustering further revealed that genes associated with autophagy, protein catabolism, translation, and other stress responsive genes are differentially expressed downstream of ATF4. 

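The 118 intervals were called for the contrast that sets wild type with borrelidin apart, so their separation of these libraries follows from the selection. With complete linkage and 4 clusters, 1 cluster held 11 libraries of wild type with borrelidin and another held the remaining 1. The 11 libraries of wild type with vehicle shared a cluster with 3 of ATF4 KO with vehicle and 3 of ATF4 KO with borrelidin. The last cluster joined the other 8 libraries of ATF4 KO with vehicle and 9 of ATF4 KO with borrelidin. Counting the most frequent group of each cluster, 32 of 46 libraries lay with their own group. This number was 35 with average linkage, 40 with Ward linkage and 20 when all 8986 intervals were used, where 10 of the 12 libraries of wild type with borrelidin shared a cluster with 20 libraries of the other groups. With the 337 intervals called in a model of ATF4 level (0, 1 and 7) and treatment, which were selected on the same groups in a model chosen after the data were examined, each of the 4 clusters held 1 whole group, so all 46 libraries lay with their own group.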

We also analyzed the enriched biological process gene ontology categories of the genes upregulated in conditions of high ATF4 activity, and found many processes involved in protein degradation were over-represented (regulation of autophagy (GO:0010506), proteasomal protein catabolic process (GO:0010498), ERAD pathway (GO:0036503)) (Fig. 3F, G, interactive volcano plot included in File 1). 

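C9orf72 was named because it was among the calls for ATF4 activity, and it is in none of the gene lists. None of the genes of ubiquitination named here was called for ATF4 activity. None of 39 listed genes of core autophagy and none of 14 and 19 listed genes of the 20S and 19S proteasome lies in the segments, so these groups were not examined. C9orf72, an autophagy regulator (chromosome 4, 35191285 to 35226175) rose from 60.8 ± 13.5 CPM (SD, n = 11) to 233 ± 31.6 CPM (SD, n = 12) with borrelidin in wild type, a log2 fold change of 1.94 (standard error 0.13, adjusted p = 4.6e-17 from edgeR). In ATF4 KO it was 65.8 ± 8.61 CPM (SD, n = 11) with vehicle and 91.6 ± 20.5 CPM (SD, n = 12) with borrelidin, and the responses differed by 1.47 on the log2 scale (adjusted p = 3.9e-10 from edgeR). Without the libraries set apart on component 2 its log2 fold change was 1.54 (adjusted p = 1.2e-08 from edgeR). Of 26 genes listed for the ERAD pathway, 3 lie in the segments and none was called for ATF4 activity at 1e-10. At 0.05, 2 were higher, also when adjusted over the list alone. At this threshold 57.2% of all tested genes of the segments passed for ATF4 activity, so passing it sets a listed gene little apart. March6, a ubiquitin ligase of the endoplasmic reticulum (chromosome 15, 31455891 to 31531053), had a log2 fold change of 0.39 (adjusted p = 4.5e-05 from edgeR) and 0.25 in ATF4 KO (adjusted p = 0.0041 from edgeR). Ube2j1, a ubiquitin-conjugating enzyme of the same membrane (chromosome 4, 33031416 to 33052363), had 0.35 (adjusted p = 0.0065 from edgeR), and -0.09 with the library set on component 2 as a block. The responses of the lines differed by 0.15 for March6 and 0.16 for Ube2j1 (adjusted p = 0.23 and 0.41 from edgeR). With the block, the wild type and ATF4 KO responses were 0.44 and 0.25 for March6. For Ube2j1 they were -0.09 and 0.18, so the direction of its difference turned. Without the block, the responses of the lines differed at 0.05 by 0.37 for Vcp, 0.44 for Ube2r2 and -0.27 for Ube2h (adjusted p = 0.0063, 0.011 and 0.034 from edgeR). With the library set as a block, the wild type and ATF4 KO responses were -0.18 and -0.30 for Vcp. They were -0.15 and -0.24 for Ube2r2, so in both genes the responses of the lines lay closer together. For Ube2h they were -0.20 and 0.22, which lay further apart. Vcp, the ATPase that extracts ubiquitinated proteins (chromosome 4, 42979963 to 43000507), had 0.06 (adjusted p = 0.55 from edgeR), and -0.18 with the block (adjusted p = 0.060 from edgeR). Of 30 genes listed as ubiquitin E1 and E2 enzymes, 3 lie in the segments; besides Ube2j1, the ubiquitin-conjugating enzymes Ube2r2 (chromosome 4, 41135743 to 41193380) and Ube2h (chromosome 6, 30211289 to 30304539) had log2 fold changes of 0.19 and -0.05 (adjusted p = 0.094 and 0.63 from edgeR; Ube2r2 -0.15 with the block), and 1 member was higher at 0.05 over all intervals and adjusted over the list alone. Skp2, the substrate receptor of an SCF ubiquitin ligase (chromosome 15, 9111985 to 9155425), was at 387 ± 60.9 CPM (SD, n = 11) with vehicle and 387 ± 22.5 CPM (SD, n = 12) with borrelidin in wild type (adjusted p = 0.99 from edgeR). In ATF4 KO it was 289 ± 26.8 CPM (SD, n = 11) and 196 ± 18.4 CPM (SD, n = 12), with all 12 borrelidin libraries below all vehicle libraries (log2 fold change -0.56, adjusted p = 5.3e-09 from edgeR). The difference between the lines in its response was 0.56 (adjusted p = 1.2e-05 from edgeR). Its wild type value depends on the library sets, since with the set as a block the log2 fold changes were -0.20 in wild type (adjusted p = 0.0022 from edgeR) and -0.56 in ATF4 KO.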

Further, these data present differentially expressed genes known to impact protein synthesis, by the amino acid biosynthesis ontology categories shown to be enriched here, in alignment with what is already known about *Atf4* and its orthologs [16, 91]. Altogether, these data indicate that ATF4 may be a key regulator of protein turnover, changing the expression of genes involved in protein synthesis and protein degradation.

Many novel genes were found to be significantly differentially expressed with ATF4 activity, including *Wipi2*, a gene essential in the LC3 lipidation step of autophagy, which was upregulated with high ATF4 activity [92, 93]. Quantitative PCR of autophagy genes *Atg2a*, *Atg7*, *Atp13a2*, and *Wipi2* further confirmed higher levels of the associated genes’ mRNA in borrelidin-treated wild type samples, in agreement with our RNASeq results for these genes (*p* < 0.05) (Supplemental Fig. 3A). 

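Borrelidin raised the transcript of its own target enzyme in wild type cells. Tars, which encodes cytosolic threonyl-tRNA synthetase (chromosome 15, 11382301 to 11399665), rose from 931 ± 222 CPM (SD, n = 11) with vehicle to 3220 ± 164 CPM (SD, n = 12) with borrelidin, a log2 fold change of 1.79 (standard error 0.10, adjusted p = 2.4e-20 from edgeR). In ATF4 KO cells it was 622 ± 63.6 CPM (SD, n = 11) and 777 ± 83.5 CPM (SD, n = 12), a log2 fold change of 0.32 (adjusted p = 0.0030 from edgeR). The response was larger in wild type by 1.47 on the log2 scale (standard error 0.12, adjusted p = 1.3e-13 from edgeR). Under borrelidin, wild type exceeded ATF4 KO by 2.05 on the log2 scale (adjusted p = 8.1e-26 from edgeR). Under vehicle ATF4 KO had a log2 fold change of -0.58 against wild type (adjusted p = 4.3e-07 from edgeR). Of 20 genes listed as cytosolic tRNA synthetases and 17 as mitochondrial ones, Tars and Rars2 are the members that lie in the segments. With 1 member each, p adjusted over the list alone is the unadjusted p. Rars2, the mitochondrial arginyl-tRNA synthetase (chromosome 4, 34614957 to 34660167), had a log2 fold change of 1.04 for ATF4 activity (standard error 0.14, adjusted p = 6.5e-08 from edgeR, past the looser threshold), with 84.3 ± 21.1 CPM (SD, n = 11) and 173 ± 12.3 CPM (SD, n = 12) in wild type. Its response in ATF4 KO was 0.55 (adjusted p = 0.00022 from edgeR), and the responses differed by 0.49 (adjusted p = 0.019 from edgeR). With the library set on component 2 as a block, the responses were 1.51 in wild type and 0.31 in ATF4 KO for Tars, and 0.63 and 0.55 for Rars2.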

Our RNASeq results also showed increased expression of a significant number of genes encoding tRNA synthetases when ATF4 is induced, including *Tars*, *Gars*, *Cars*, *Nars*, *Yars*, *Sars*, *Lars*, *Wars*, *Mars1*, *Vars*, and *Eprs* (*p*_adj_ < 1e-3), consistent with other studies (Supplemental Fig. 3B, 3C, 3D) [52, 94]. Conceptually, these data suggest that ATF4 increases the expression of these tRNA synthetases to correct for the scenario that the ISR was activated by the accumulation of uncharged tRNAs, potentially due to a malfunctioning tRNA synthetase.

### tRNA synthetase inhibitors and ATF4 can decrease protein synthesis

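Pabpc1, Rpl30 and Pop1 were higher with borrelidin in wild type at the looser threshold only, which 57.2% of all tested genes of the segments passed for ATF4 activity. Pabpc1, the cytoplasmic poly(A)-binding protein (chromosome 15, 36595661 to 36609668), was at 5790 ± 1290 CPM (SD, n = 11) with vehicle and 8110 ± 452 CPM (SD, n = 12) with borrelidin, a log2 fold change of 0.49 for ATF4 activity (standard error 0.09, adjusted p = 3.5e-05 from edgeR). In ATF4 KO its log2 fold change was -0.15 (adjusted p = 0.21 from edgeR), and the responses differed by 0.64 (adjusted p = 0.00017 from edgeR). Rpl30, a protein of the large ribosomal subunit (chromosome 15, 34440505 to 34443640), had a log2 fold change of 0.44 (standard error 0.11, adjusted p = 0.00065 from edgeR) and -0.06 in ATF4 KO (adjusted p = 0.70 from edgeR). Pabpc1 is the one member in the segments of 42 listed translation factors and Rpl30 of 78 listed cytosolic ribosomal proteins. Pop1, a subunit of the ribonucleases that process tRNA and ribosomal RNA precursors (chromosome 15, 34495304 to 34530648), was at 311 ± 26.7 CPM (SD, n = 11) and 414 ± 37.2 CPM (SD, n = 12) in wild type, with all 12 borrelidin libraries above all vehicle libraries (log2 fold change 0.41, adjusted p = 1.7e-06 from edgeR). Under vehicle Pop1 fell by 0.68 on the log2 scale in ATF4 KO (adjusted p = 4.6e-12 from edgeR, and 3.2e-10 with the replicate number as a block). Without the libraries set apart on component 2, the log2 fold changes for ATF4 activity were 0.08 for Pabpc1 (adjusted p = 0.66 from edgeR) and 0.09 for Rpl30 (adjusted p = 0.74 from edgeR), and with the library set as a block they were 0.20 and 0.16 (adjusted p = 0.029 and 0.26 from edgeR).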

From the RNASeq results, there were many genes found to be differentially expressed with increased ATF4 activity having to do with translation, indicating that ATF4 impacts protein synthesis, aligning with other studies [16, 91, 95, 96]. As protein turnover mechanisms are tightly controlled by the balance between protein synthesis and degradation, we sought to understand the impact of our drugs and ATF4 on protein synthesis. We found that wild type cells treated with every different tRNA synthetase inhibitor at doses that increase ATF4 levels had significantly reduced translation (Fig. 4A). We next assessed the impact of tRNA synthetase inhibitors on ATF4 KO cells and found that 5/7 tRNA synthetase inhibitors had reduced translation, while borrelidin and tavaborole either had no significant change, or increased protein synthesis. Consistently, wild type cells have lower protein synthesis than ATF4 KO cells when treated with the same dosage of drug, implicating ATF4 as a reducer of protein synthesis, in agreement with other studies [16, 91, 95, 96]. However, cells treated with halofuginone, mupirocin, LysRS-IN-2, REP3123, and REP8839 still had significantly reduced protein synthesis in comparison to their vehicle counterpart in both wild type and ATF4 KO cells (Fig. 4B).

**Fig. 4:**
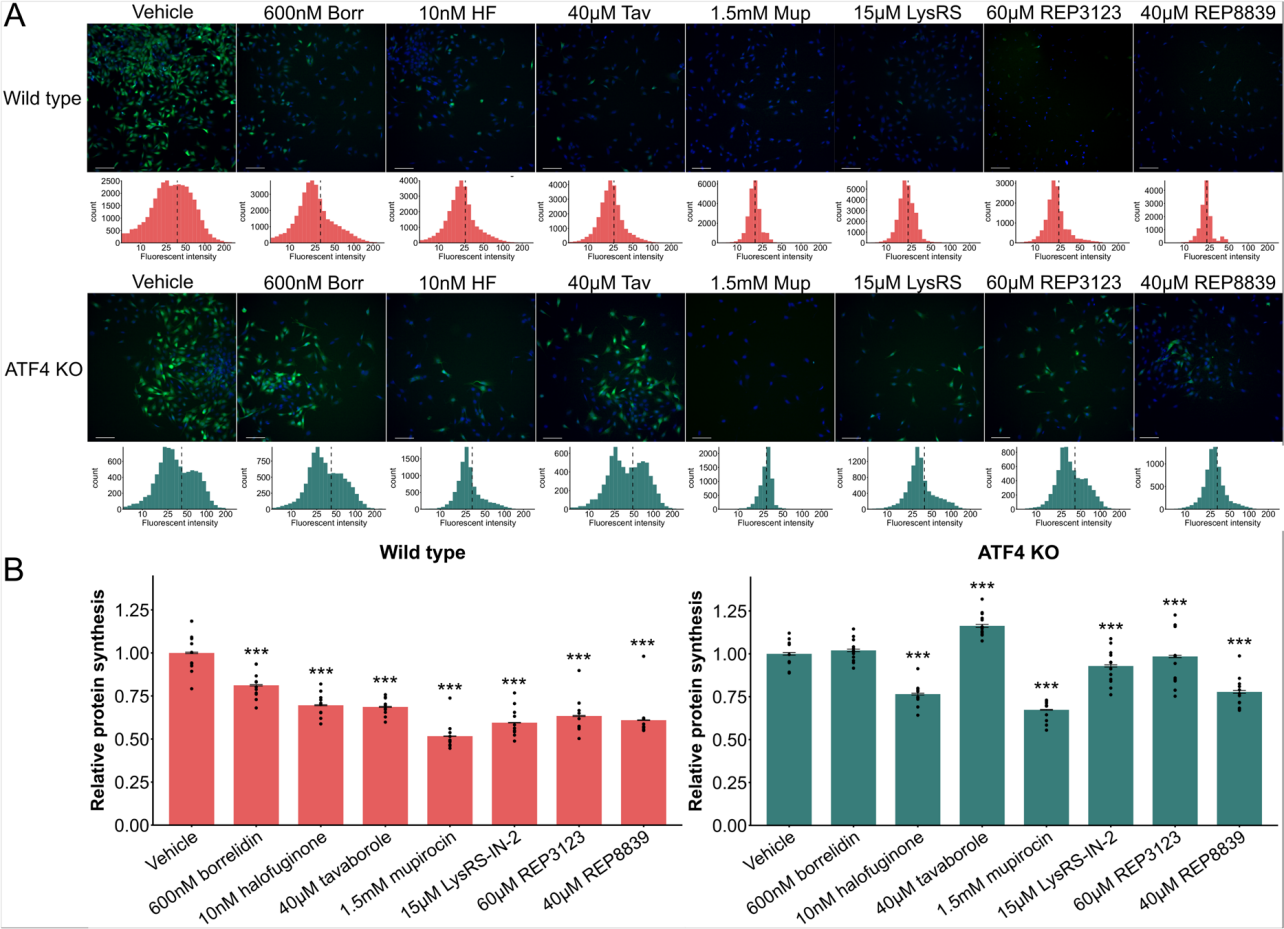
tRNA synthetase inhibitors and ATF4 can decrease protein synthesis in MEFs. **A** Representative images and histograms of green fluorescence, representing protein synthesis, of wild type and ATF4 KO MEFs treated with various tRNA synthetase inhibitors. Green: Alexa Fluor.™ 488. Blue: NuclearMask™ Blue Stain. **B** Relative protein synthesis in wild type and ATF4 KO MEFs, normalized to wild type vehicle control in all cases. Dots represent different experiments. (*p < 0.01; **p < 0.01, ***p < 0.001; Students’ *t*-test)

### tRNA synthetase inhibitors can upregulate protein degradation in an Atf4 dependent manner

Protein turnover in an organism is balanced by both protein synthesis and protein degradation. This knowledge, along with the results from the RNASeq indicating a change in autophagy and proteasomal activity, led us to next assess peptide and protein aggregation in cell lines with and without *Atf4* (Fig. 5A). Intriguingly, the untreated ATF4 KO cell line had significantly more aggregation than the untreated wild type cell line, which could be due to impaired unfolded protein response in ATF4 KO cells [97]. ATF4 is also among the individual proteins degraded by the UPS, suggesting the possible existence of a negative feedback loop [98, 99]. To further investigate ATF4’s influence on protein degradation, we assessed the proteasome’s caspase-like activity (Fig. 5B). We found that borrelidin is able to significantly increase proteasomal caspase-like activity in wild type MEFs (Fig. 5C). However, in ATF4 KO MEFs, borrelidin did not increase proteasomal caspase-like activity, suggesting that *Atf4* is necessary for increased caspase-like proteasomal activity upon borrelidin treatment. Similar results were found in all of the tested tRNA synthetase inhibitors at concentrations that we found them to induce ATF4 activity (Fig. 5D–I). Interestingly, the mitochondrial methionine tRNA synthetase inhibitors, REP3124 and REP8839, induced proteasomal caspase-like activity the most, agreeing with previous work on responses to direct methionine restriction [100]. We also assessed the proteasome’s chemotrypsin-like activity, and found chymotrypsin-like proteasomal activity to be induced in an *Atf4*-dependent manner by all 7 inhibitors as well, mirroring our findings with caspase-like proteasomal activity (Supplemental Fig. 4A-4H). Taken together, these data show that tRNA synthetase inhibitors can increase proteasomal activity in mammalian cells in an *Atf4*-dependent manner.

**Fig. 5:**
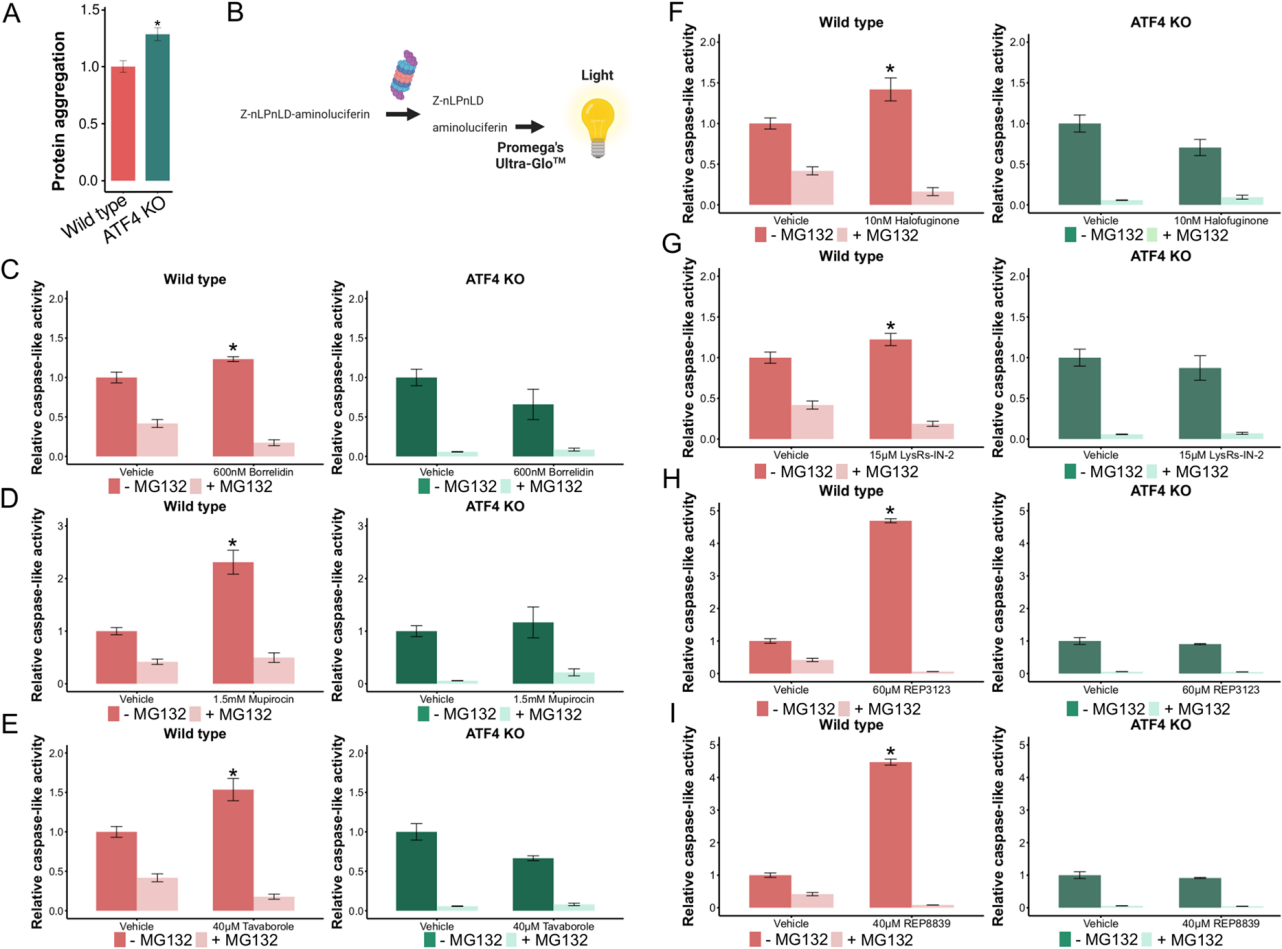
tRNA synthetase inhibitors increase caspase-like activity through *Atf4*. **A** Peptide and protein aggregation of wild type and ATF4 KO MEFs. Protein aggregation assessed using PROTEOSTAT ® divided by the total protein in the sample, normalized to wild type. **B** Promega’s assay schema to measure caspase-like activity of the proteasome. C–I Caspase-like activity increases in response to different tRNA synthetase inhibitors at ATF4-inducing concentrations (*p < 0.05, **p < 0.01, ***p < 0.001; one-way ANOVA)

As genes involved in autophagy were also identified in our RNASeq results (Fig. 3D–F), we next assessed the change in autophagy in response to tRNA synthetase inhibitors, and found that autophagic flux is upregulated upon tRNA synthetase inhibitor treatment, completely dependent on *Atf4*. We demonstrated this utilizing three different, independent autophagy assays. The first assay used an autophagic flux GFP-LC3-RFP-(LC3ΔG) fluorescent reporter, and showed that autophagic flux increases in tRNA synthetase inhibitor treated samples, dependent on *Atf4* (Supplemental Fig. 5A, 5B). We next utilized the ptfLC3 autophagic flux reporter, which again showed that autophagic flux levels rose in response to tRNA synthetase inhibitors, dependent on *Atf4* (Supplemental Fig. 5C, 5D, 5E, 5F). Finally, we quantified levels of LC3II by western blot and found that they were increased upon tRNA synthetase inhibitor treatment, again dependent on *Atf4* (Supplemental Fig. 5G, 5H). LC3II levels are linked to the formation of the autophagosome and increased autophagy [49]. These results further indicate that tRNA synthetase inhibitors can increase autophagy in an *Atf4*-dependent manner, aligning with other studies [54]. Altogether, these results show tRNA synthetase inhibitors can increase protein degradation pathways through *Atf4* in mammals, outlining *Atf4* as a key contributor to the regulation of protein turnover.

## Discussion

Pharmacological inducers of the UPS are scarce but have the potential to treat many diseases such as Huntington’s disease, Alzheimer’s disease, and Parkinson’s disease [2, 3, 5, 58, 101, 102]. Pharmacological autophagy inducers also have the potential to play roles in protection against neurodegenerative diseases and aging [103–105]. Notably, we found multiple distinct tRNA synthetase inhibitors can dramatically upregulate the UPS in mammalian cells through *Atf4* (Fig. 6) [98, 99]. The drugs presented here, including two tRNA synthetase inhibitors that have been shown to increase lifespan in yeast and worms, have major implications for the biological activity of ATF4 and its potential impact on the aging process [27]. Further, the unfolded protein response is a pathway ending with ATF4 that is known to increase lifespan in many model organisms [97, 106–109]. This study, along with the growing literature surrounding ATF4, underscores the highly important role ATF4 potentially plays in many longlived models that may converge on improved proteostasis, itself a hallmark of aging [11–13, 110, 111].

**Fig. 6:**
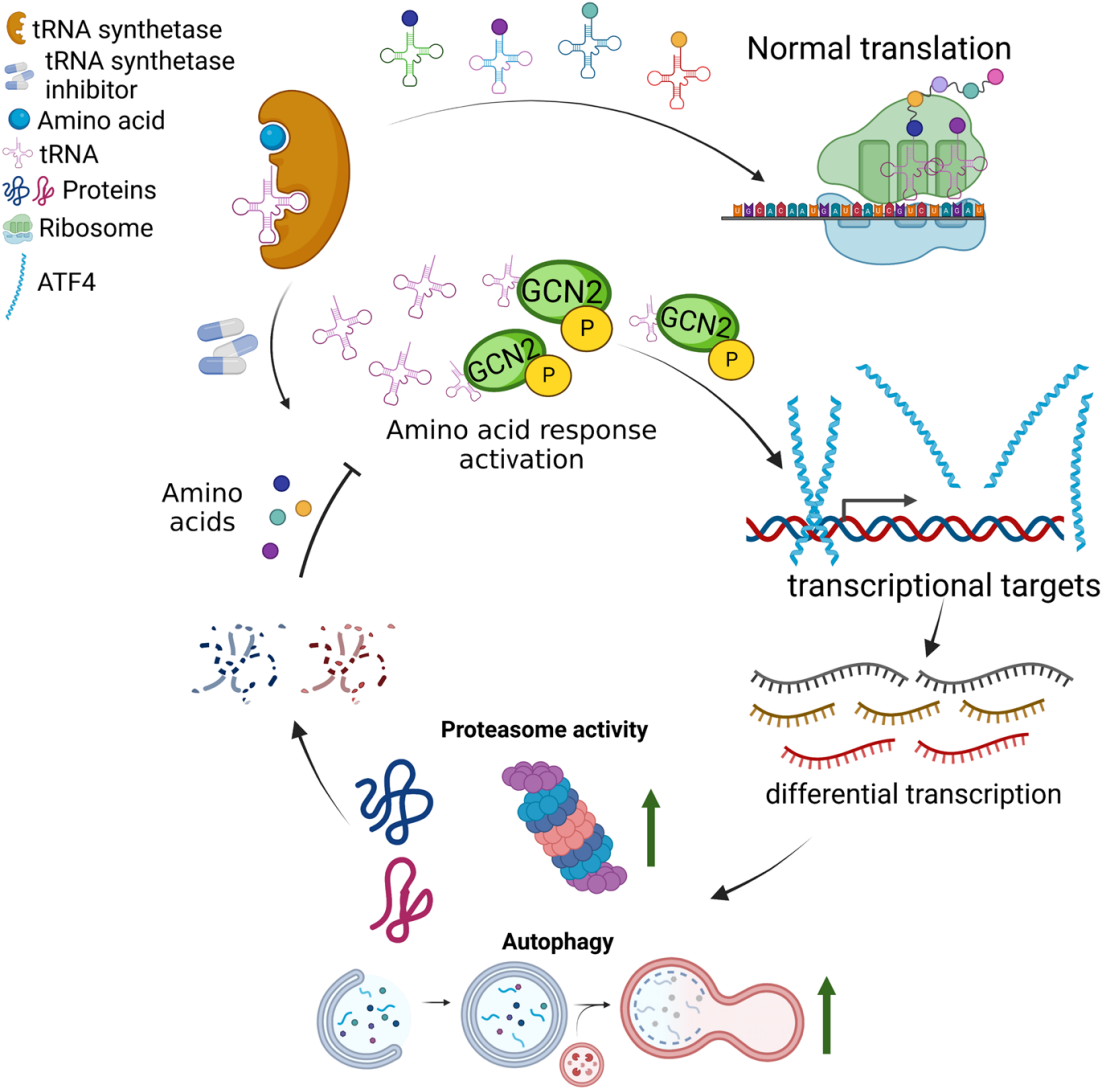
tRNA synthetase inhibitors cause the activation of the integrated stress response. Proteasome activity and autophagy play a role in the negative feedback loop of amino acid response pathway activation

Cells are likely to interpret uncharged tRNAs as a sign of amino acid starvation, regardless of whether the uncharged tRNA stems from the cytoplasm or mitochondria [112]. Given that GCN2 contains a histadyl tRNA synthetase-like domain that is thought to have the ability to recognize many types of uncharged tRNA, it logically follows that GCN2 may be able to sense both cytosolic and mitochondrial uncharged tRNA [16, 19, 112–115]. Its activation leads to the translation of ATF4 and likely similar downstream responses no matter the type of uncharged tRNA that initiated this cascade, supporting what we found from testing various tRNA synthetase inhibitors that inhibit both cytosolic and mitochondrial tRNA synthetases. To that end, we found that protein synthesis is decreased and proteasomal activity is increased in wild type cells in comparison to their ATF4 KO counterparts. While our current model is that mupirocin, REP3132, and REP8839 act only as inhibitors of their mitochondrial tRNA synthetases respectively, we have not ruled out the possibility that these compounds act on the cytosolic enzymes as well, or even on other previously undiscovered targets.

In order to further assess these drugs’ potential for therapeutic uses, researchers must ensure that the dosing of their organisms leads to the high upregulation of ATF4 or its orthologs. Of note, only certain ranges of concentrations of these drugs greatly increase lifespan in yeast and worms, dependent on their ATF4 orthologs [27]. Under-dosing may have little to no effect, and over-dosing may have a detrimental effect, aligning with other studies (and further evidenced here in Supplemental Fig. 1A) [116].

ATF4 and its orthologs are also known to impact protein synthesis [91, 95, 96, 117]. The results presented here show ATF4 can decrease protein synthesis in response to doses of some inhibitors, but it alone is not responsible for the reduction of protein synthesis in mupirocin, halofuginone, LysRS-IN-2, REP3123, and REP 8839 treated cells. Previous work outlined that borrelidin decreases protein synthesis in both wild type and *gcn4Δ* yeast; however, replicative lifespan is only increased in the wild type strains [27]. This, along with these data here, indicate that lowered translation is not the sole contributor to lifespan increase and that other protein degradation processes regulated by Gcn4/ATF4, such as autophagy or the UPS, may play a necessary role, warranting further investigation. However, these data uncouple elevated proteasome activity and reduced protein synthesis.

Although this manuscript outlines the argument that ATF4 is beneficial in many contexts of aging, there are contexts in which ATF4 plays a negative role [67, 118, 119]. For instance, recent work by Miller et al. has shown that ATF4 KO mice have maintained muscle mass with age [119]. This may be due to the fact that those mice developed without *Atf4*, suggesting that development without *Atf4* can result in alternative pathways regulating the same phenomenon. Another perspective may be that since the data presented here associates *Atf4* with protein degradation mechanisms, perhaps the loss of *Atf4* results in impaired protein degradation capacity and thus decreased atrophy. This could explain why the maintenance of muscle mass is improved in the Miller et al. ATF4 KO mouse model. Further, ATF4 is considered a cancer target as it has been found to be pro-oncogenic; when upregulated, ATF4 can give cancerous cells the ability to live with limited nutrient delivery, potentially due to its positive relationship with protein degradation mechanisms such as autophagy [52, 53, 120–124].

Conceptually, many of the processes found to be enriched in our RNASeq results may have evolved to be influenced by ATF4 in the event the ISR was activated by amino acid deprivation (i.e. the accumulation of uncharged tRNA) to increase amino acid availability and decrease amino acid usage [16, 20, 113, 125]. Similarly, since the integrated stress response is also activated by endoplasmic reticulum stress and the presence of double-stranded RNA, it follows that ATF4 would logically impact genes that would have the ability to respond these activators of the ISR as well [16]. 

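Ddx58, Trim14 and Tdrd7 were higher in ATF4 KO than in wild type under vehicle, the comparison by which they were picked. For Ddx58 and Trim14 the response to borrelidin had opposite signs in the cell lines. Ddx58, which encodes the double-stranded RNA sensor RIG-I (chromosome 4, 40203773 to 40239828), was at 219 ± 70.8 CPM (SD, n = 11) with vehicle and 121 ± 13.0 CPM (SD, n = 12) with borrelidin in wild type, a log2 fold change of -0.86 for ATF4 activity (standard error 0.18, adjusted p = 9.2e-05 from edgeR). In ATF4 KO it was 1440 ± 235 CPM (SD, n = 11) and 2630 ± 423 CPM (SD, n = 12), a log2 fold change of 0.87 (adjusted p = 3.3e-07 from edgeR), with all 12 borrelidin libraries above all vehicle libraries. The difference of response was -1.72 (adjusted p = 1.2e-10 from edgeR). Under vehicle Ddx58 was higher in ATF4 KO by 2.71 on the log2 scale (adjusted p = 1.5e-22 from edgeR). It is the one member in the segments of 37 listed genes of the interferon and virus response. Trim14, an adaptor of antiviral signalling (chromosome 4, 46493781 to 46536141), was higher in ATF4 KO under vehicle by 2.72 (adjusted p = 4.0e-17 from edgeR). Its response was -1.61 for ATF4 activity in wild type (adjusted p = 1.4e-05 from edgeR) and 0.78 in ATF4 KO (adjusted p = 0.00012 from edgeR). Tdrd7, a Tudor domain protein of RNA granules (chromosome 4, 45965334 to 46034761), was higher in ATF4 KO under vehicle by 1.56 (adjusted p = 3.5e-25 from edgeR). It had a log2 fold change of -0.60 for ATF4 activity (adjusted p = 1.1e-09 from edgeR), with 12 of 12 wild type borrelidin libraries below all vehicle libraries. Without the libraries set apart on component 2, the log2 fold changes for ATF4 activity were -0.09 for Ddx58 (adjusted p = 0.87 from edgeR), -0.65 for Trim14 (adjusted p = 0.53 from edgeR) and -0.47 for Tdrd7 (adjusted p = 0.0028 from edgeR). With the library set as a block they were -0.72, -1.54 and -0.59 (adjusted p = 0.013, 0.0010 and 1.1e-07 from edgeR).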

The RNASeq data here illustrates that even though we increased ATF4 translation through GCN2, we found many differentially expressed genes tied to the biological process categories unfolded protein response, viral presence response, and endoplasmic reticulum stress (Fig. 3). These data further outline the roles ATF4 plays in response to ISR activation, consistent with previous findings, as a multifaceted transcription factor [50–52].

Inducing processes that activate pathways known to promote protein turnover has great interest in the development of therapeutics for diseases characterized by protein aggregation, including important diseases of aging such as Huntington’s and Alzheimer’s diseases [105]. The results presented here showing that tRNA synthetase inhibitors greatly upregulate proteasomal degradation as well as autophagy open the door for further exploration of tRNA synthetase inhibitors as potential treatments for these very important diseases of aging.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2 (XLSX 2.29 MB)

## Data Availability

All genomic data described in this study are available from the Gene Expression Omnibus (GEO) with accession number #GSE217634.

# Supplementary material for: Induction of proteasomal activity in mammalian cells by lifespan-extending tRNA synthetase inhibitors
**Source:** GeroScience. 2023 Sep 25;46(2):1755–73. doi: 10.1007/s11357-023-00938-8
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary Figure 1**

**

**

**Supplementary Figure 2**

**
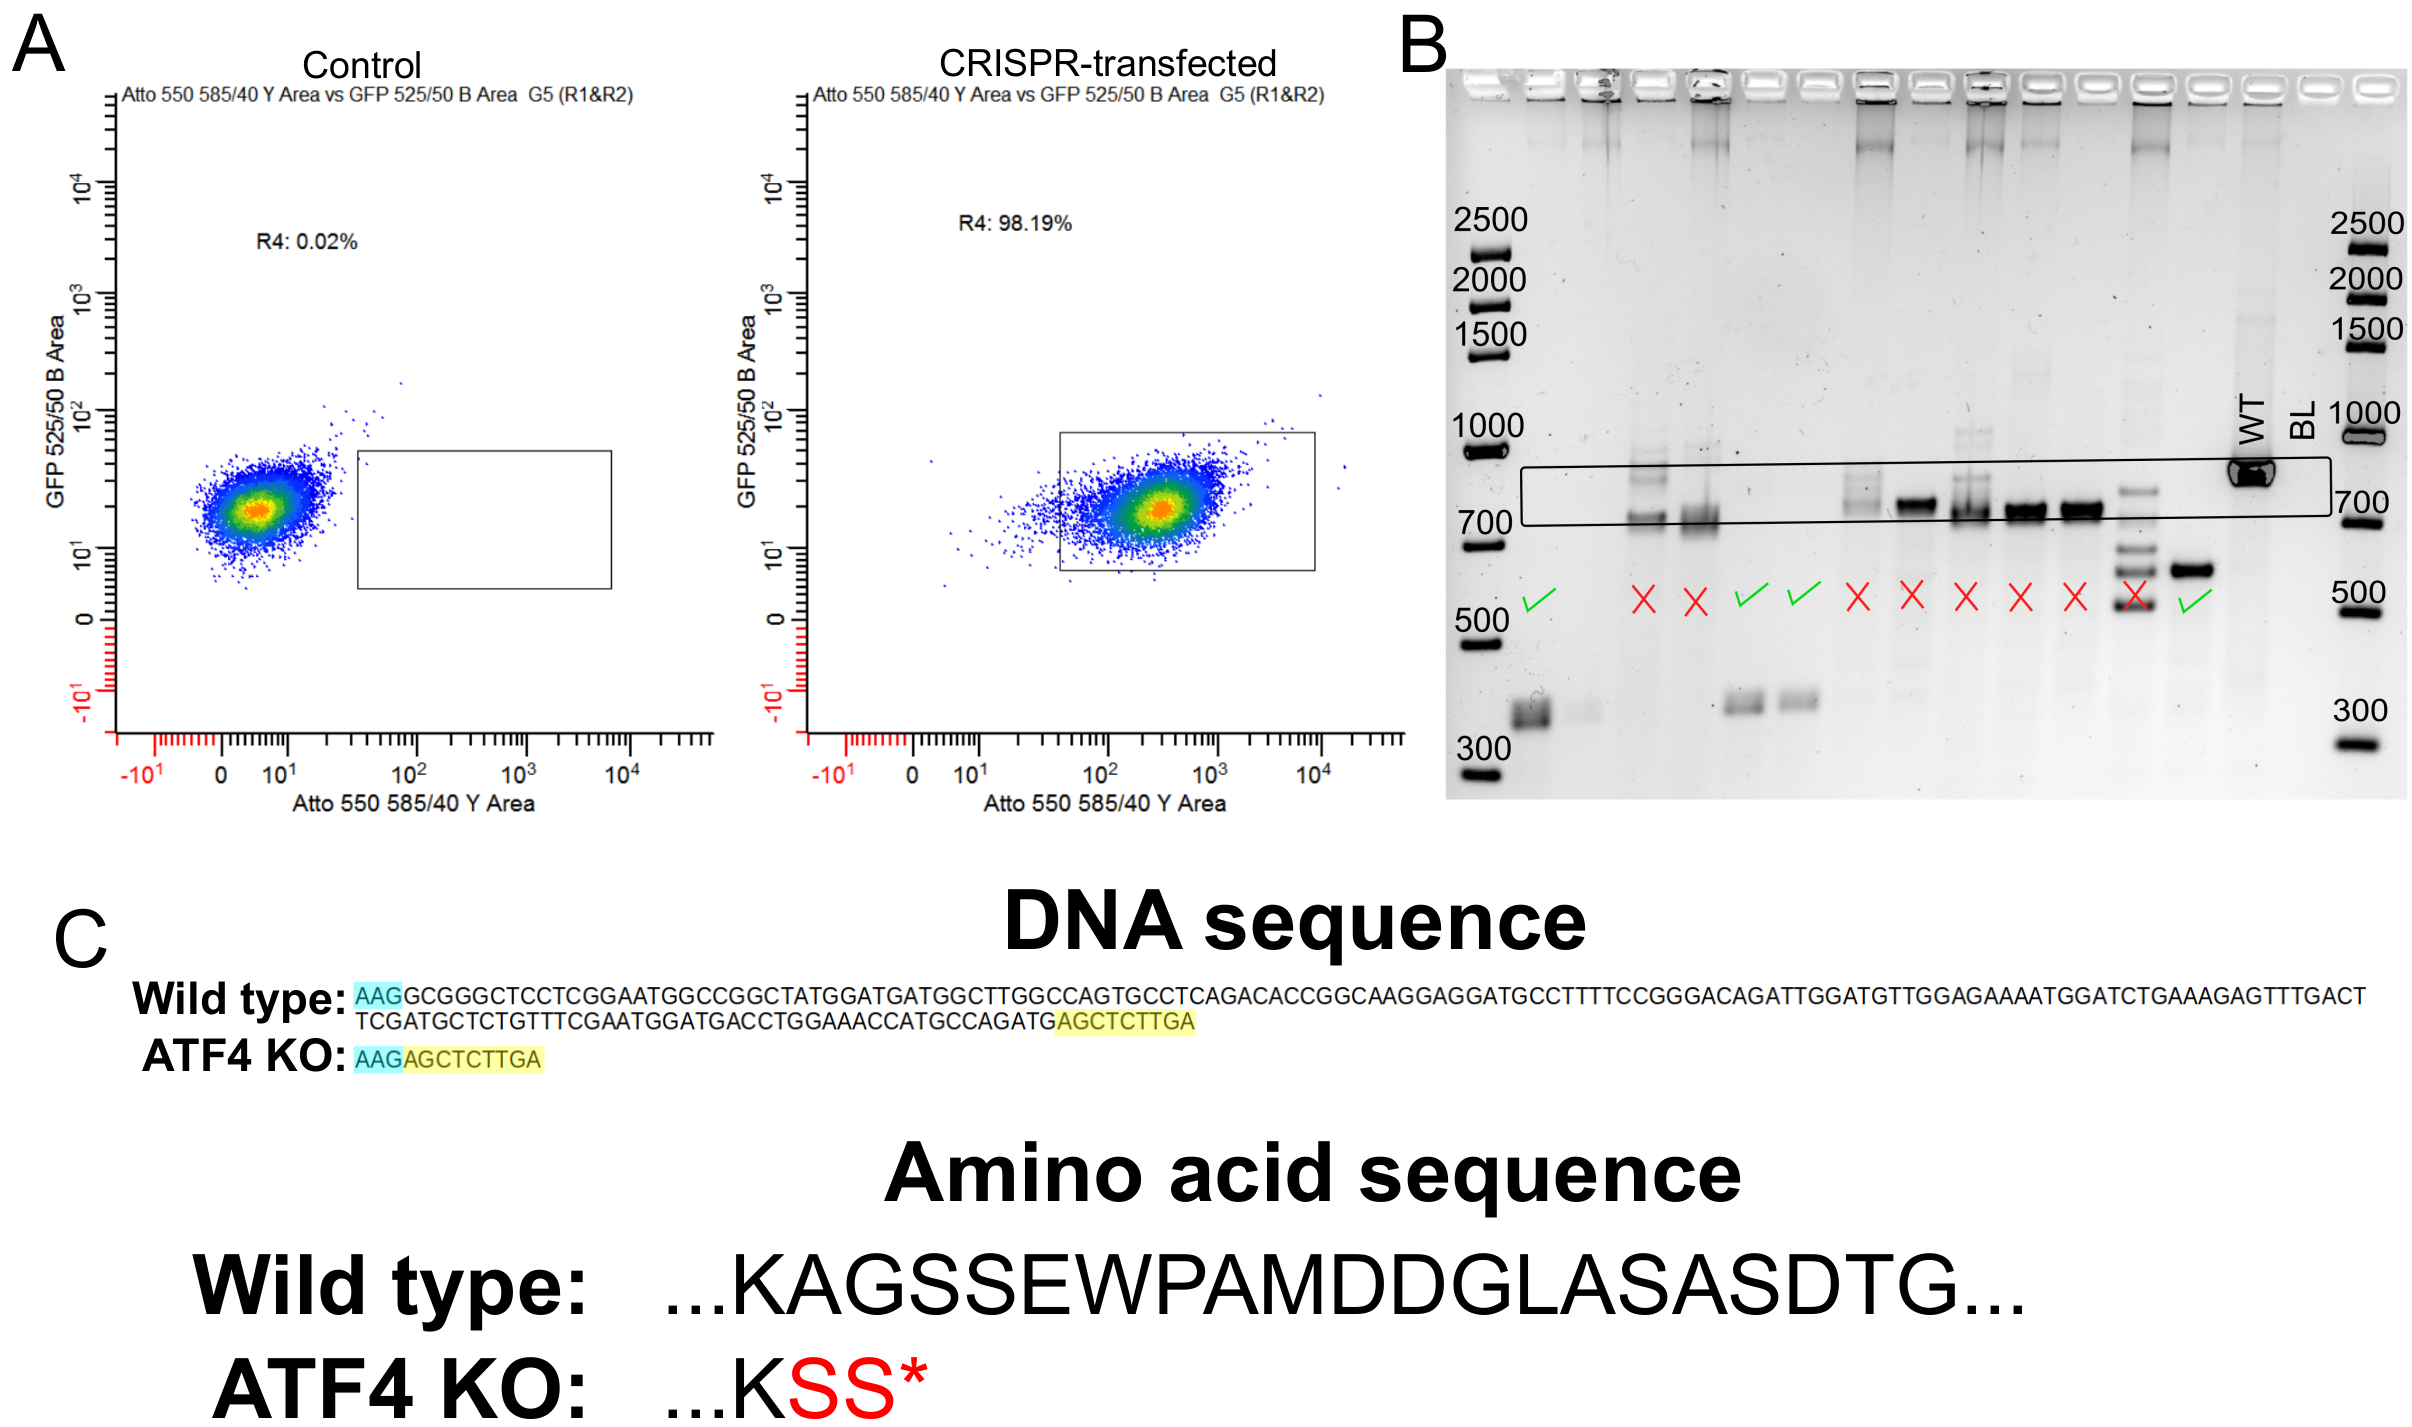
**

**Supplementary Figure 3**

**
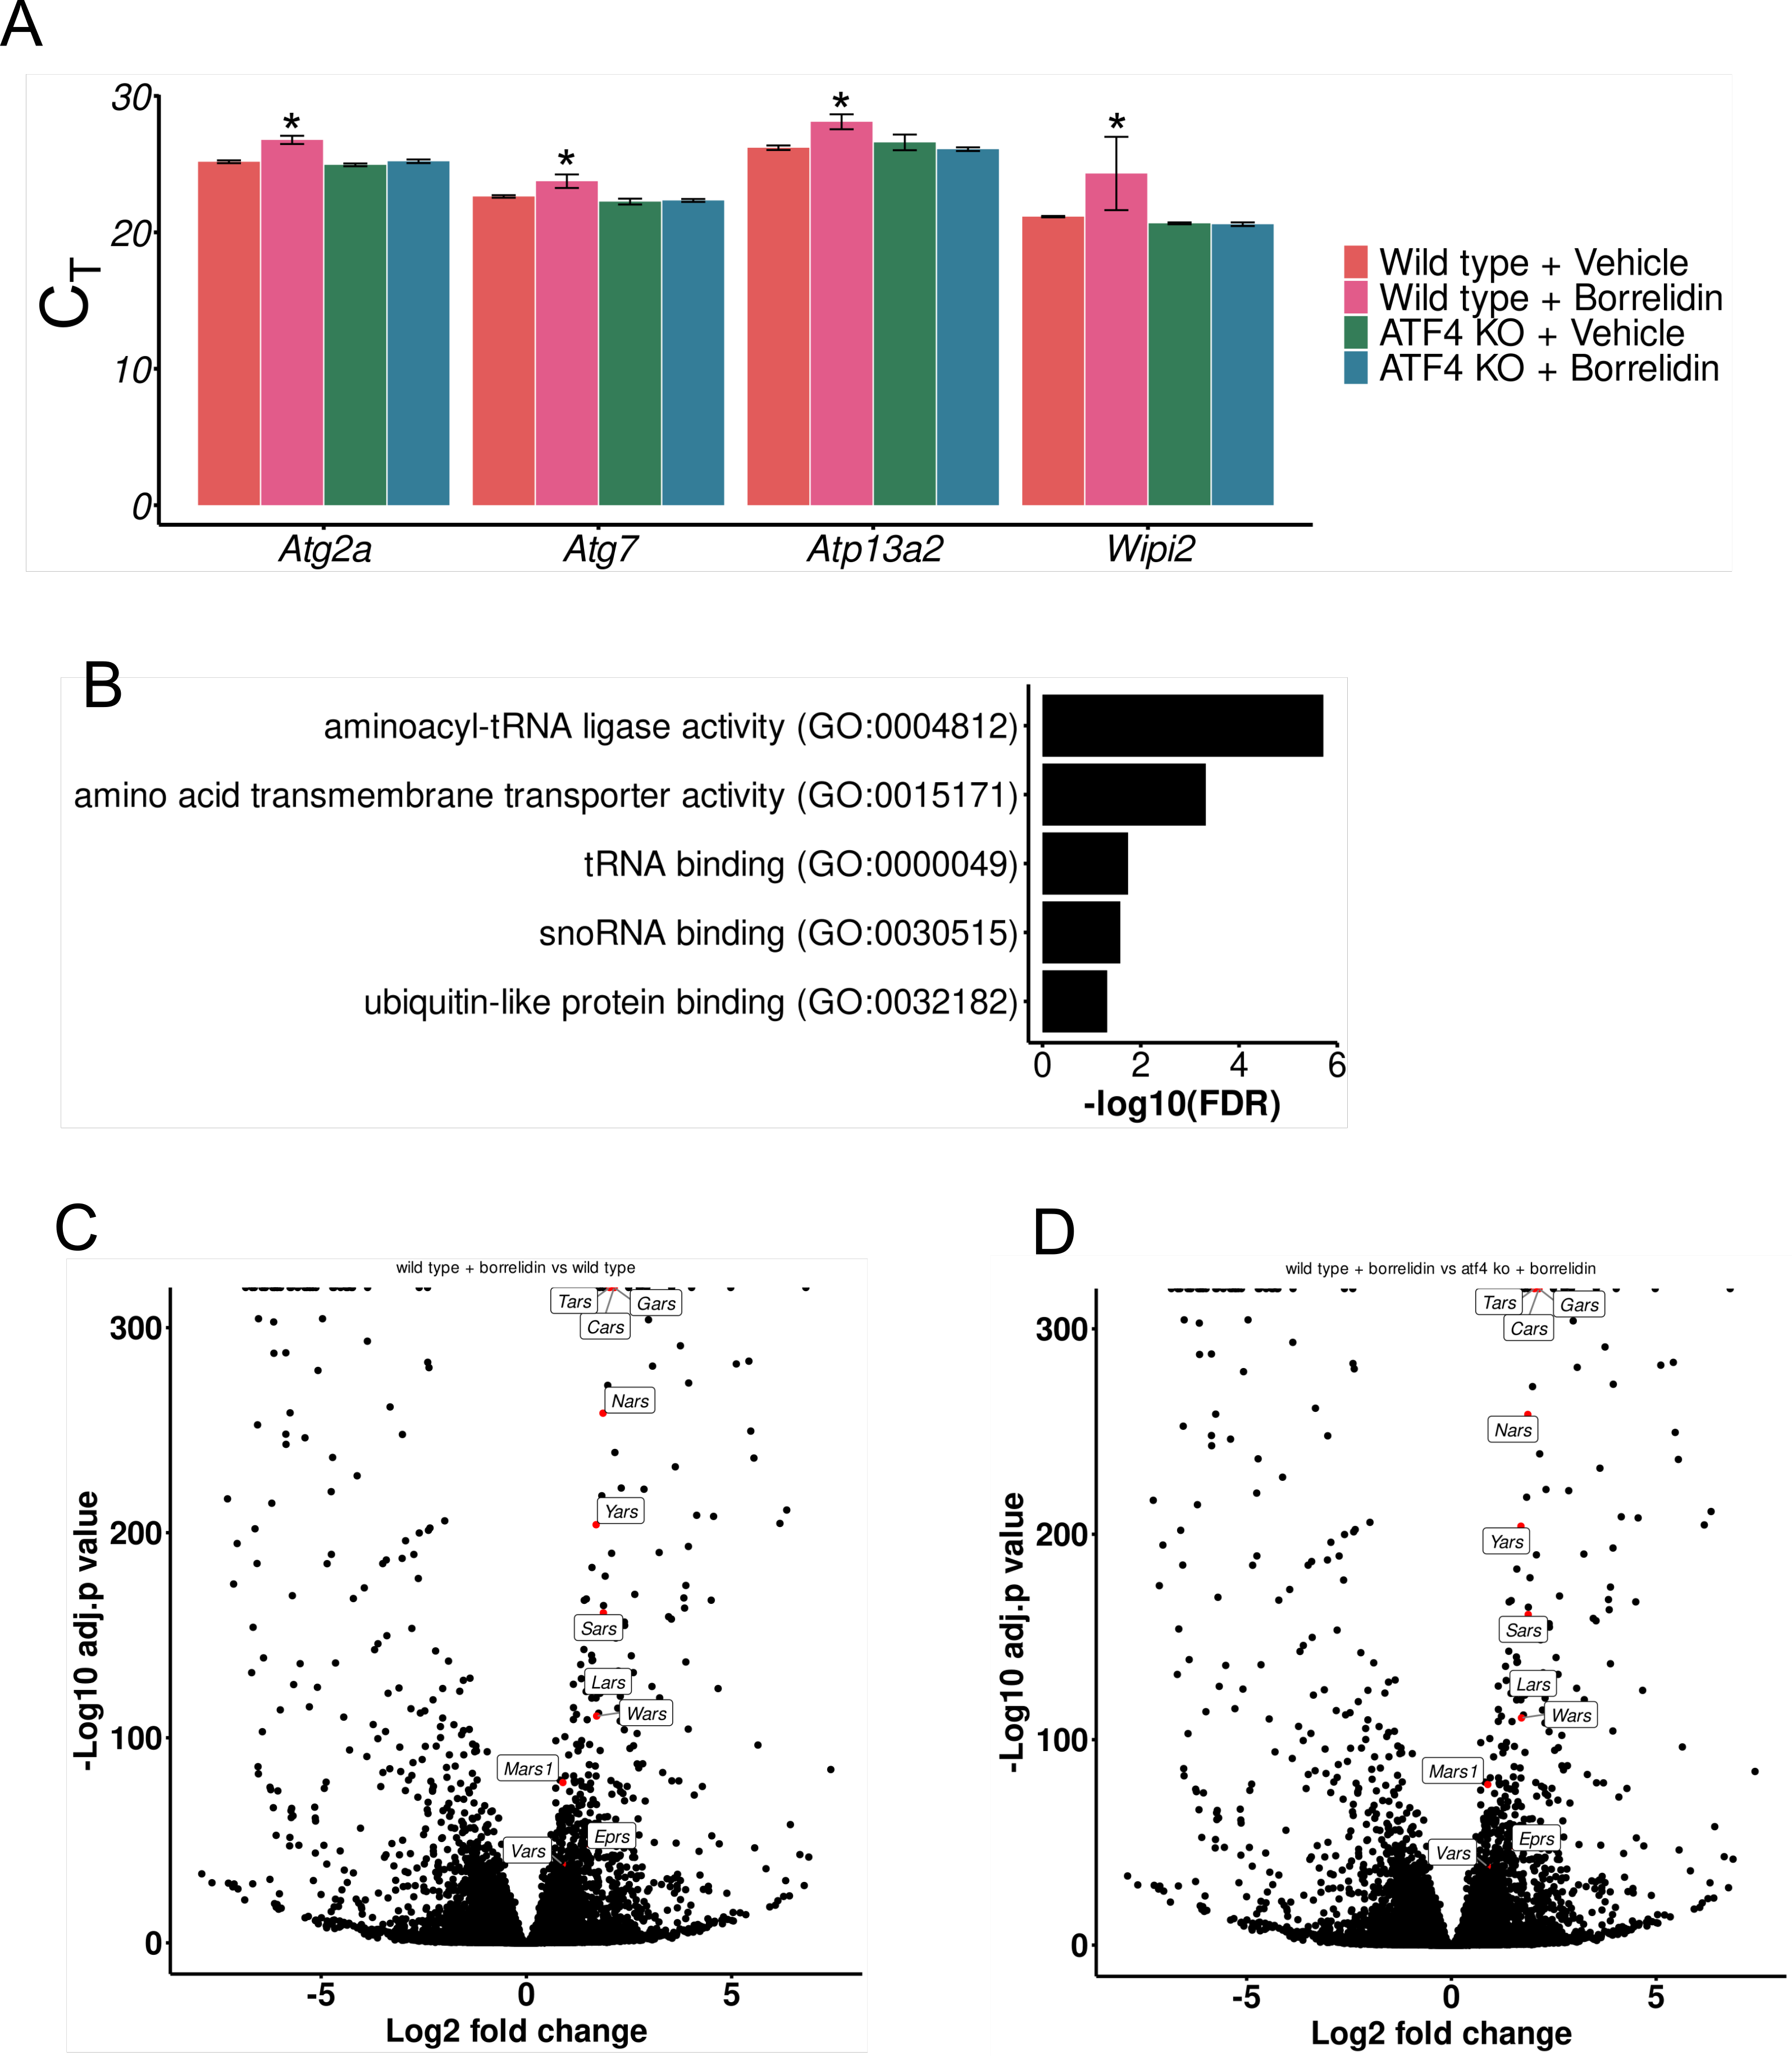
**

**Supplementary Figure 4**

**
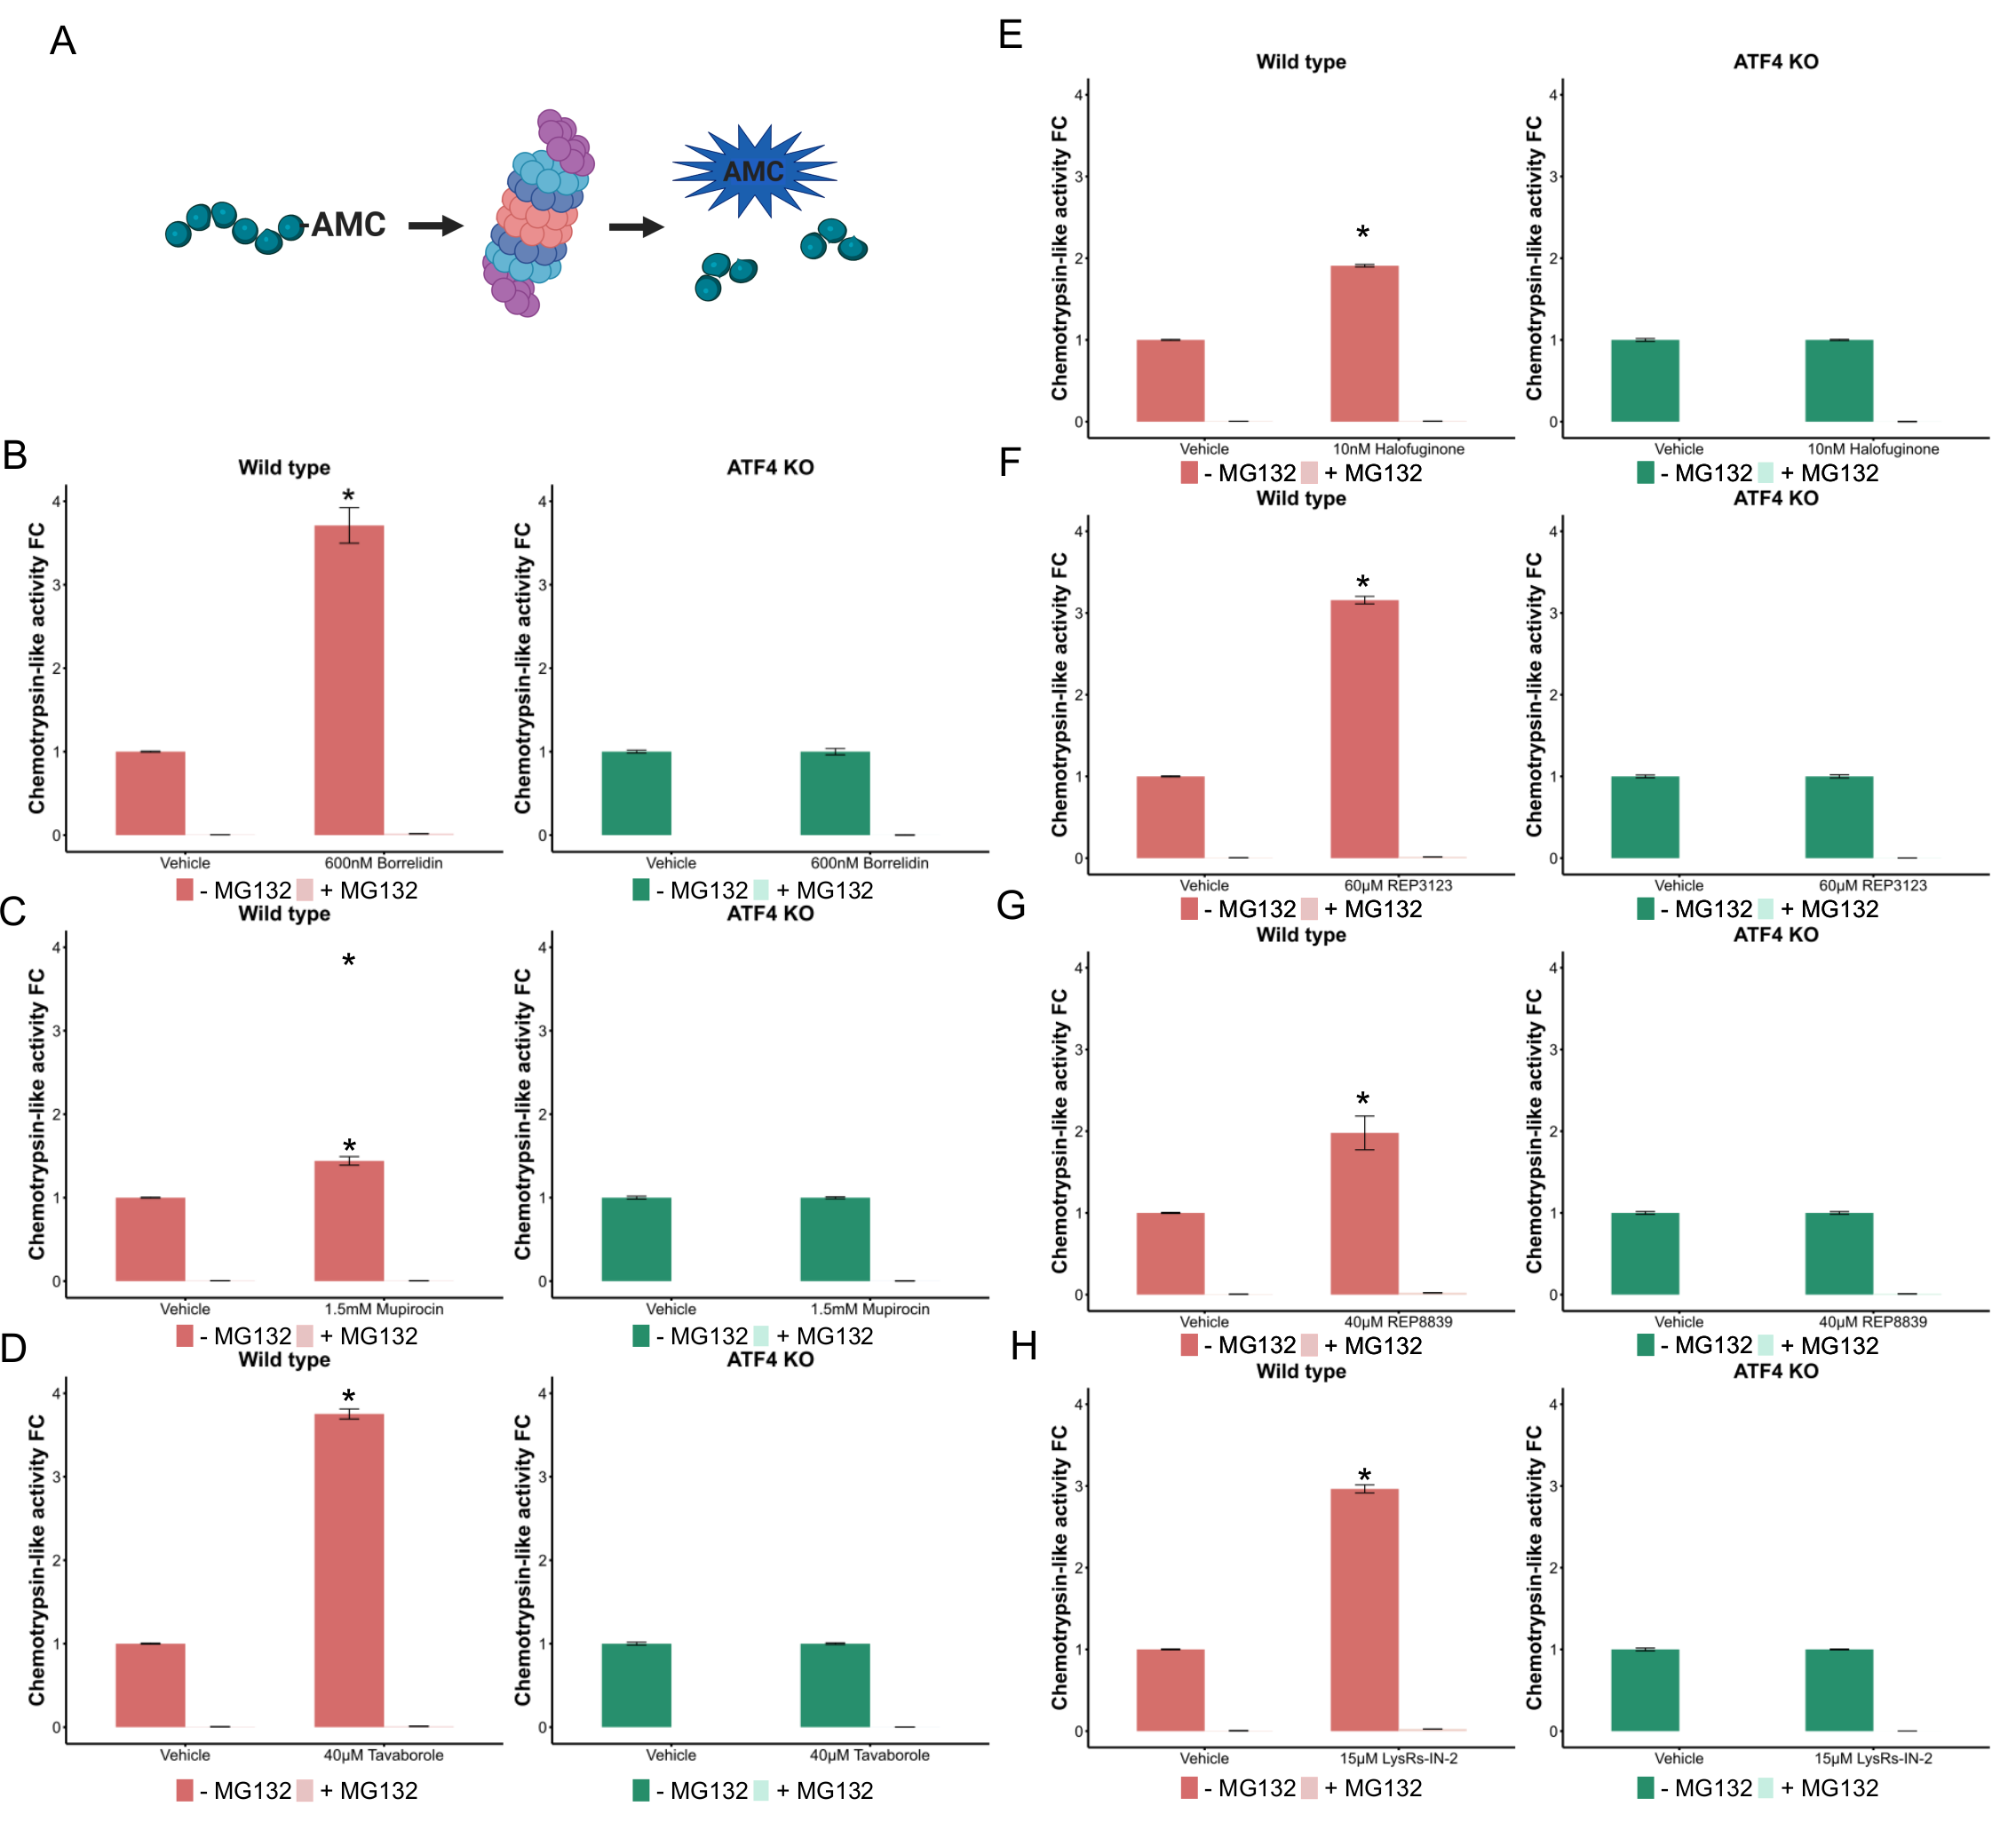
**

**Supplementary Figure 5**

How the deposited data were processed for this re-analysis (not part of the article)

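The data were counts of RNA-seq reads from MEFs of 2 genotypes, wild type and ATF4 KO, each with vehicle or borrelidin, in 46 libraries that the sample labels give as biological replicates. The authors aligned the reads with HISAT2 and deposited raw counts per mouse gene identifier, with no normalization and no pooling of replicates. The submitters' processing notes name HTSeq and mm10, and the paper names feature counts; versions, strand setting and annotation release are not given in the sources used here. The table has 55416 identifiers, 33929 of them with at least 1 count, and 5 closing rows that name no gene. These rows stayed out of library sizes and tests. They hold, on average per library, 69.0% of the reads for no feature, 10.8% not aligned, 5.1% of low alignment quality, 4.0% aligned to several places and 0.3% ambiguous.

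Of the identifiers, 52083 were found in GENCODE M21 (GRCm38) and 3333 were absent from it, 2147 of these being of a later numbering. Because mean levels did not follow the paper's table, segments were searched in which they did. Protein-coding genes of the table were taken in order along each chromosome, and a gene matched when its log2 mean CPM lay 1 to 4 above the paper's mean level. Runs of at least 4 matching genes, joined over at most 1 other gene, gave 5 segments. On shuffled levels the same search found 0.25 segments on average in 20 draws, and it recovered 100.0% of the genes of simulated intact stretches. The real segments hold 6 to 18 of these protein-coding genes of the paper's table each. Other genes of the segments were named by the matching genes around them. Their own levels could not be compared with the paper. The 390 tested genes of the segments include 327 protein-coding genes. This step was added after the data were examined. One gene at the end of the chromosome 6 segment had a fold change unlike the paper's and was kept.

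Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr over the 4 groups, quasi-likelihood test). The alternatives used DESeq2 1.42.0 and limma 3.58.1, and tables were made in Python 3.11.15. ATF4 activity was coded as high in wild type with borrelidin and fitted with genotype, the model stated in the text of the paper. The other comparisons were contrasts of the 4 group means: borrelidin in each genotype, the difference of these responses, and the genotypes under vehicle and under borrelidin. Values of single genes are TMM-normalized CPM. Principal components used variance-stabilized counts of the 500 most variable intervals, with permutation tests (100000) of scores, and clustering used row-scaled values of called intervals. Libraries were set apart within a group where the widest gap of component 2 scores was over 50% of the range of the group.

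The tests were checked on simulated counts of the 8986 intervals with 200 changed. For ATF4 activity, 0% of changes of 0.5 on the log2 scale, 31.3% of changes of 1 and 68.2% of changes of 2 were called at 1e-10, and 49.3%, 77.6% and 97.0% at 0.05, with no false call at 1e-10 and 13 at 0.05. For the difference of response the shares at 1e-10 were 0%, 3.0% and 57.6%, and 96.0% of the changes of 0.5 called at 0.05 had the right sign, against 100% elsewhere. The threshold of 1e-10 therefore leaves most changes under 1 on the log2 scale uncalled at this depth. Other splits of the real samples gave up to 4518 intervals past 0.05 for ATF4 activity, and 0 at 1e-10. The 13 false calls in simulated counts are therefore no error rate at 0.05 for the real libraries.

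Within a group no pair of libraries differed by less than the sampling noise (lowest chi-square per degree of freedom 1.96). Replicate numbers are shared between groups by the labels. Deviations from the group means of same-numbered libraries correlated over 0.1 in 11 of 11 pairs of the ATF4 KO groups (r 0.22 to 0.81), and in 3 of 11, 3 of 12 and 5 of 10 pairs of the other comparisons. Among the ATF4 KO libraries not set apart, 2 of 8 pairs did. Fits with the replicate number as a block were run as alternatives.

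The 38 gene lists, with 793 genes, were written before the data were examined, after the first rows of the paper's fold change table had been seen. In the segments lie 14 listed genes of 12 lists, at most 3 of a list, so no set test was run. The genes named were fixed by a rule: in 4 comparisons (ATF4 activity, borrelidin in ATF4 KO, difference of response, genotypes under vehicle) the 10 highest and 10 lowest fold changes among calls with a mean of at least 3 log2 CPM, without overlap of the groups where 2 groups were compared; every gene the paper names; and of each list the 4 members with the smallest p for ATF4 activity and the 2 with the smallest p for the difference of response. Restricted to the segments, it gave 30 genes. Alternatives were the median ratio normalization, no filter on low counts, DESeq2, limma voom, the replicate block, fits of the compared groups alone, other designs and other thresholds. Chosen after the data were examined were fits without the libraries set apart on component 2, fits with this library set as a block, a model of ATF4 level (0, 1 and 7) and treatment, longer segments, component 2 over pairs by replicate number, and 20 draws that left out random libraries in place of those set apart. DESeq2 used its own independent filtering on all intervals with counts. The promoter element and the autophagy transcripts of the paper were not analysed here.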

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

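All tests of explanations in this part, and the comparisons without the libraries set apart on component 2, were chosen after the results were seen.

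The response to borrelidin differed between wild type and ATF4 KO, by the test of the difference itself, in 45 intervals, all with a higher response in wild type. The direction was not as one-sided under other settings, with 1486 higher and 1536 lower at 0.05, 12 of 123 lower with DESeq2 and 3 of 58 lower without a filter. In the segments these were Tars, with a difference of 1.47 on the log2 scale, and Mdfic, with 1.43. The treatment effect on principal component 2 differed by 15.21, but by 2.55 without the libraries set apart (p = 0.0017, permutation test), by 15.77 over pairs with the same replicate number (p = 5e-05, permutation test) and by 2.50 (p = 0.12, permutation test) with components refitted without them. The text of the paper gives no test per gene of the response of ATF4 KO cells, in which 44 intervals changed, nor of the genotypes under vehicle, where 236 intervals differed.

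The first pattern is that levels in the count table were unlike those of the paper's table. Identifiers shifted by rows are argued against by the highest r with another row within 50 rows, 0.13. Gene models displaced against the alignment remain a candidate explanation, as with gene models of another genome build. In windows of 10 Mb outside the segments a shift was chosen on every other gene of the paper's table, and for the genes left out of the choice r with the paper's fold changes was 0.80 (258 genes), against 0.49 without a shift (248 genes) and 0.19 at a random shift (147 genes). The test was revised once after its first output. That form took r within each window, held few genes per window, and chose no shift in more windows outside the segments than it shifted. Reads counted on the opposite strand stay open. At the chosen shifts r was 0.84 for intervals on the strand of the gene (162 genes) and 0.80 for intervals on the opposite strand (141 genes). The difference of 0.04 (standard error 0.038) favored neither strand. This strand test replaced earlier forms after their results were known. The limits for favoring a strand were set after the r of 0.80 over both strands had been seen. Without a shift the intervals outside the segments had r = 0.53 with the paper's fold changes of their own genes (727 genes). No biological explanation was tested.

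The second pattern is that 14 libraries of 3 groups were set apart on component 2. Library depth is argued against, since 46 of 46 libraries stayed in their set after thinning to 2047362 counts each, and a few abundant intervals likewise, with 46 of 46 without the 100 most abundant intervals. A library batch in the order of library numbers stays open. In 3 of 3 groups the set held the lowest library numbers, with a chance of 1.7e-07, but that value restates the observation that prompted it. Over the whole series 14 libraries that were not set apart, with all 12 of wild type with borrelidin, lie between libraries that were, so no single split by number gives the sets. No source used here names a batch. Because 8 of 11 libraries of wild type with vehicle and none of wild type with borrelidin were set apart, part of the wild type response may follow the sets. Without them 20 intervals instead of 118 were called for ATF4 activity, but only 3 libraries of wild type with vehicle remained. When as many libraries per group were left out at random, 20 draws gave 4 to 34 calls (median 10.5). In 4 other comparisons the count without the sets lay above all 20 draws. It was 64 against at most 63 for borrelidin in wild type, 127 against at most 19 for borrelidin in ATF4 KO, 658 against at most 389 between the lines under borrelidin, and 98 against at most 73 under vehicle. The libraries set apart were picked for their distance from the rest of their group, which random libraries were not. The draws are therefore no independent test of the sets in these 4 comparisons. For the difference of response the count of 14 lay within the draws (0 to 32), as it did for ATF4 activity. With all libraries and the set as a block 88 were called, 79 of them among the 118. Without the sets Tars and Mdfic kept their calls, with log2 fold changes of 1.34 and 1.32. Osgin2 (1.32, adjusted p = 8.3e-05 from edgeR) and C9orf72 (1.54, adjusted p = 1.2e-08 from edgeR) lost theirs. Gm8341 lost its call as well, and its log2 fold change fell from 1.72 to 1.03. With the set as a block C9orf72 was called (1.53, adjusted p = 2.4e-16 from edgeR) and Osgin2 was not (1.09, adjusted p = 5.2e-07 from edgeR).

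The third pattern is that the fold changes of the paper's table were unlike the borrelidin response in wild type. Over 52 genes of the segments, the linear model of ATF4 level and genotype gave r = 0.689 with the paper and the same sign in 43 genes. The linear model of ATF4 level and treatment, with levels of 0, 1 and 7, gave r = 0.959 and the same sign in 51, and 50 genes lay within 0.1 of the paper. A design set before the data were examined, high ATF4 and treatment divided by 7 units, was closer still (r = 0.978, root mean square difference 0.063 against 0.092). The design of ATF4, genotype and treatment gave the same sign in 52 of 52 genes. Its r was lower, 0.849, and its root mean square difference was 0.192. The paper's values may therefore come from a model of ATF4 and treatment, as in the legend of Fig. 3D, which also holds the difference of the genotypes under vehicle. Of the 337 intervals called in that model, 99 differed between the genotypes under vehicle and 83 changed with borrelidin in wild type, both at 1e-10.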

How the results depend on the processing

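Chosen after seeing the data were the pairs on component 2, the fits without the libraries set apart on component 2, with that library set as a block, with ATF4 levels and treatment, and with longer segments. Counts at 1e-10 are given in the order ATF4 activity, borrelidin in wild type, borrelidin in ATF4 KO, difference of response, genotypes under borrelidin and genotypes under vehicle. The main counts were 118, 190, 44, 45, 493 and 236 over all intervals and 5, 11, 5, 2, 36 and 11 in the segments. The cause of the changes was not tested, except where fewer samples or genes entered. At the threshold of 0.05 they were 5163, 5337, 2721, 3022, 4474 and 3172, and in the segments 223, 234, 168, 171, 218 and 160; at 1e-05, 825 and 45 for ATF4 activity. DESeq2, on all 33929 intervals with counts, gave 332, 515, 194, 123, 896 and 470, and 18, 36, 23, 10, 59 and 25 in the segments. Without the libraries set apart they were 20, 64, 127, 14, 658 and 98 (segments 2, 5, 20, 2, 56 and 7), and with the library set as a block 88, 162, 180, 63, 828 and 342 (segments 3, 26, 5, 60 and 21, leaving out wild type). With the compared groups alone they were 107 for borrelidin in wild type, 3 in ATF4 KO and 76 for the genotypes under vehicle (segments 7, 0 and 4). For ATF4 activity, the design of ATF4, genotype and treatment gave 45 (segments 2), that of ATF4 and treatment 17 in the segments, and ATF4 level (0, 1 and 7) and treatment 337 (segments 29).

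In the segments, no filter gave 3 for ATF4 KO and 6 for the difference of response, limma voom 7 for the genotypes under vehicle, and segments with at least 8 matching genes 1 for ATF4 KO and 1 for the difference. The replicate block gave 3 and 4 for these, and over all intervals 104, 186, 37, 46, 497 and 224; in the ATF4 KO groups 3 of 11 libraries correlated best with their own number. The overlap of ATF4 activity with ATF4 KO, 3 intervals, was 1576 at 0.05 and 0 without the libraries set apart.

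The treatment difference on component 2 in ATF4 KO was 4.78 over pairs by replicate number, 4.75 without the libraries set apart and 10.99 with refitted components. The difference between the lines was 2.55 without the libraries set apart (p = 0.0017, permutation test) and 2.50 with refitted components (p = 0.12, permutation test). These libraries were picked on the same scores. On component 1 the treatment difference in ATF4 KO, 3.81, was 3.66 with 2000 intervals (p = 0.13, permutation test) and 0.94 with all intervals (p = 0.82, permutation test). Clustering on all intervals placed 20 of 46 libraries with their group, with 4 and with 3 clusters.

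For 30 named genes, 275 of 328 values under alternatives kept direction and side of the threshold, 37 kept only the direction, 10 changed sign but passed 0.05 in neither fit, and 6 changed sign for ATF4 activity and passed 0.05 in at least 1 fit. The last were Ube2j1 (-0.08 without the libraries set apart, -0.09 with the block of the set), Ccne2 (-0.05 and -0.0024) and Dnaja1 (-0.41 and -0.34). Not run were the promoter element variants and the set tests with an estimated correlation.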

Differences from the paper's values

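Only the model of ATF4 level (0, 1 and 7) and treatment was chosen in this part after the values had been seen. Fold changes are set beside the paper's supplementary table per unit of ATF4 level, taking 6 units between the wild type groups. The paper's value for C9orf72 is 0.188 and the value here 0.324. For Mdfic they are 0.165 in the paper and 0.256 here, for Trim14 -0.878 and -0.268, for Ddx58 -0.692 and -0.143, for Gm16731 -0.393 and -0.048, for Tdrd7 -0.368 and -0.101, for Jcad -0.160 and -0.090, for Pop1 0.167 and 0.068, and for Ank 0.307 and 0.050, the paper's first in each pair. For Skp2 the paper gives 0.142 and the value here is 0.00. The sign differs for Cep126 (the paper's -0.134, here 0.163), Tmem209 (the paper's -0.0685, here 0.158) and Epc1 (the paper's -0.103, here 0.015). For Tars and Rpl30 the values differ by no more than the standard error.

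Of the alternatives set before the data were examined, the design of ATF4 and treatment (7 units) brings C9orf72 (0.193), Ddx58 (-0.634), Gm16731 (-0.401), Pop1 (0.164), Ank (0.288), Skp2 (0.140), Cep126 (-0.116) and Epc1 (-0.102) within the standard error of the paper's values, but not Mdfic (0.180), Trim14 (-0.729), Tdrd7 (-0.330), Jcad (-0.136) and Tmem209 (-0.057). The median ratio normalization, no filter, DESeq2, limma voom, the replicate block and the design of ATF4, genotype and treatment bring none of the 13. A model of ATF4 level (0, 1 and 7) and treatment, chosen after seeing the values, brings all of them within the standard error except Trim14 (-0.790), and of the 27 genes in the segments that the paper calls at 1e-10 it drops 4, while 3 are called in the model of ATF4 activity and genotype.

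For Tars in wild type with borrelidin against vehicle the paper shows about 2.1 on the log2 scale in Supplemental Fig. 3C, read by eye, and the value here is 1.79; it also differs under the median ratio normalization, without a filter, with DESeq2, limma voom and the replicate block, and with the samples of the 2 groups alone. For wild type against ATF4 KO under borrelidin the paper shows about 2.1 in Supplemental Fig. 3D, read by eye, and the value here is 2.05. The panels look alike by eye, so which comparison the first of them shows is left open.

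The paper states that samples clustered cleanly by genotype and treatment in Fig. 3E. Here 32 of 46 libraries lay in a cluster led by their own group with 4 clusters, and 46 with the intervals of the model of ATF4 level and treatment, chosen after seeing the values and selected on the same groups.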

Other observations

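The splits of samples in this part were run after the counts had been seen. In ATF4 KO cells borrelidin raised 14 intervals and lowered 30. The balance was more even at 0.05, with 1344 higher and 1377 lower. It was 18 and 22 without the filter on low counts, 55 and 72 without the libraries set apart, and 10 and 27 with the replicate block. In the segments Tmem209, a nuclear membrane protein (chromosome 6, 30479053 to 30509783), rose from 341 ± 31.0 to 697 ± 95.2 CPM (log2 fold change 1.03, adjusted p = 4.6e-16 from edgeR), and Cep126, a centrosomal protein (chromosome 9, 8076461 to 8134294), from 47.4 ± 5.13 to 99.6 ± 15.0 CPM (1.07, adjusted p = 2.6e-12 from edgeR). The transcript of Cav1, which encodes a caveolar protein (chromosome 6, 17306335 to 17341452), fell from 646 ± 95.9 to 397 ± 21.0 CPM (-0.70, adjusted p = 2.8e-11 from edgeR). That of its neighbour Cav2 (chromosome 6, 17281185 to 17289115) fell from 253 ± 41.3 to 139 ± 8.0 CPM (-0.87, adjusted p = 2.6e-12 from edgeR). Epc1, of a histone acetyltransferase complex (chromosome 18, 6435951 to 6516108), rose from 152 ± 11.5 to 225 ± 23.8 CPM (0.56, adjusted p = 6.1e-11 from edgeR). In all 5 genes the 12 borrelidin libraries did not overlap the 11 vehicle libraries. The wild type responses were 0.95 for Tmem209, 0.98 for Cep126, -0.59 for Cav1 and -0.60 for Cav2, and for these 4 genes the test of the difference between the lines gave adjusted p of 0.52, 0.64, 0.39 and 0.054 from edgeR. For Epc1 the responses differed by -0.47 (adjusted p = 1.4e-05 from edgeR). With the replicate number as a block, Epc1 and Cav1 had adjusted p of 1.2e-09 and 5.0e-10 in ATF4 KO. When only the ATF4 KO groups were fitted, 3 intervals were called, all lower, and none of the 5 genes passed 1e-10 (adjusted p = 2.5e-10 for Tmem209, 7.2e-10 for Cep126, 3.3e-09 for Cav2, 5.5e-08 for Cav1 and 1.2e-07 for Epc1, from edgeR). With the library set as a block 180 intervals were called.

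The listed genes of other groups passed no test at 1e-10 for ATF4 activity. Trp53inp1, a p53 target (chromosome 4, 11156431 to 11174379), had a log2 fold change of 0.55 in wild type and -0.37 in ATF4 KO, Ccne2, a cyclin (chromosome 4, 11191351 to 11204779), 0.61 and -0.34, and Dnaja1, a cytosolic chaperone (chromosome 4, 40722150 to 40737149), 0.07 and -0.33. Without the libraries set apart the wild type values were 0.79, -0.05 and -0.41, so the directions of Ccne2 and Dnaja1 depend on the sets. Gm16731 (chromosome 4, 46535901 to 46539802), which overlaps Trim14 on the opposite strand over a short stretch, was higher in ATF4 KO under vehicle by 1.71.

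The intervals called for ATF4 activity and those changed in ATF4 KO shared 3, all higher in both, against 0.2 expected of independent lists. At 0.05, 664 were higher in both against 342.1 expected and 701 lower in both against 440.7. The lists are not independent by design, because the model of ATF4 activity fits the ATF4 KO groups with a shared mean. A response in ATF4 KO therefore widens the residual spread and raises p for ATF4 activity. For Tmem209 the adjusted p from edgeR was 8.8e-16 for borrelidin in wild type and 6e-06 for ATF4 activity. For Cep126 these were 2.8e-11 and 2.8e-05. The expected numbers are therefore no valid reference for the overlap.

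In 100 splits of the same samples, the real one included, only the real split (1 of 100) gave as many calls at 1e-10 in each of the 6 comparisons, and the highest count of the other splits was 0. The real counts were 118 for ATF4 activity, 190 for borrelidin in wild type, 44 in ATF4 KO, 45 for the difference of response, 493 for the genotypes under borrelidin and 236 under vehicle. At 0.05 other splits reached up to 4518 intervals for ATF4 activity against 5163 in the real one, and 3249 against 3022 for the difference of response, where 2 of 100 splits were as large as the real one.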
